# Changes in Northern Elephant Seal Skeletal Muscle Following Thirty Days of Fasting and Reduced Activity

**DOI:** 10.3389/fphys.2020.564555

**Published:** 2020-10-06

**Authors:** Traver J. Wright, Randall W. Davis, Rachel R. Holser, Luis A. Hückstädt, Christopher P. Danesi, Craig Porter, Steven G. Widen, Terrie M. Williams, Daniel P. Costa, Melinda Sheffield-Moore

**Keywords:** muscle atrophy, fasting, skeletal muscle, elephant seal, lipid metabolism

## Abstract

Northern elephant seals (NES, *Mirounga angustirostris*) undergo an annual molt during which they spend ∼40 days fasting on land with reduced activity and lose approximately one-quarter of their body mass. Reduced activity and muscle load in stereotypic terrestrial mammalian models results in decreased muscle mass and capacity for force production and aerobic metabolism. However, the majority of lost mass in fasting female NES is from fat while muscle mass is largely preserved. Although muscle mass is preserved, potential changes to the metabolic and contractile capacity are unknown. To assess potential changes in NES skeletal muscle during molt, we collected muscle biopsies from 6 adult female NES before the molt and after ∼30 days at the end of the molt. Skeletal muscle was assessed for respiratory capacity using high resolution respirometry, and RNA was extracted to assess changes in gene expression. Despite a month of reduced activity, fasting, and weight loss, skeletal muscle respiratory capacity was preserved with no change in OXPHOS respiratory capacity. Molt was associated with 162 upregulated genes including those favoring lipid metabolism. We identified 172 downregulated genes including those coding for ribosomal proteins and genes associated with skeletal muscle force transduction and glucose metabolism. Following ∼30 days of molt, NES skeletal muscle metabolic capacity is preserved although mechanotransduction may be compromised. In the absence of exercise stimulus, fasting-induced shifts in muscle metabolism may stimulate pathways associated with preserving the mass and metabolic capacity of slow oxidative muscle.

## Introduction

Northern elephant seals (NES) have an annual cycle that includes months at sea foraging and acquiring body fat, punctuated by extended fasting periods while hauled out on land for molting or pupping/breeding (Fowler et al., 2018). When molting, these seals typically spend ∼40 days on land with the combined catabolic stimuli to skeletal muscle of reduced activity and fasting. During this time, adult females lose approximately one-quarter of their body mass, with 95% of their energy derived from the oxidation of endogenous fat stores. Despite the profound loss of body fat and reduced activity, skeletal muscle mass is preserved (Worthy et al., 1992). Following these extended periods of reduced activity, seals promptly return to physical activity at sea including long migrations and extended foraging dives. Although skeletal muscle mass is largely preserved during molt, little is known about the functional capacity of that muscle after prolonged periods of reduced activity. The lifestyle of NESs makes them a novel model species for studying adaptations in skeletal muscle to unloading and energy restriction.

Skeletal muscle is a highly plastic tissue that readily adapts to physical demands including an anabolic response to increased muscle load (e.g., exercise and increased demand for force production) and a catabolic response to muscle unloading (e.g., inactivity, bedrest, joint immobilization, and spaceflight) (for review see Seene et al., 2012; Frontera and Ochala, 2015; Mukund and Subramaniam, 2019). Changes in response to anabolic and catabolic stimuli alter not only the skeletal muscle mass, but also the metabolic infrastructure and respiratory capacity. In addition, structural integrity and force transduction capacity is altered by regulating expression of contractile proteins and components of the extracellular matrix (ECM) including collagen.

Our current understanding of the regulation of mammalian skeletal muscle mass and metabolism is based largely on a few species of terrestrial omnivores including mice, rats, and humans, which limits the comparative implications of those findings. Although the mechanisms regulating skeletal muscle hypertrophy and atrophy are not fully understood, long-term maintenance of muscle mass requires a balance of anabolic protein synthesis and catabolic proteolysis (Glass, 2003, 2005). The stimuli and mechanisms regulating this balance are not the same for all skeletal muscle fiber types because different stimuli initiate signaling cascades that affect slow oxidative type I fibers or fast glycolytic type II fiber types unequally (Ciciliot et al., 2013; Wang and Pessin, 2013; Cannavino et al., 2015; Dowling et al., 2016). This differential effect on slow and fast fiber types can result in a shift in fiber type proportion depending on the atrophic stimulus with a trend toward greater relative proportion of slow twitch fibers typically associated with fasting and aging, and a trend favoring fast twitch fibers typically associated with hypoxia and muscle disuse (Dowling et al., 2016).

Although skeletal muscle mass is preserved in molting NES despite prolonged fasting and reduced activity, potential changes in skeletal muscle metabolic and functional capacity have not been examined. In the current study, we sought to understand the regulatory mechanisms in NES skeletal muscle that protect skeletal muscle mass during the annual molt. We assessed changes in gene expression and metabolic capacity of female NES skeletal muscle soon after arrival on shore and after ∼30 days of reduced activity and fasting.

## Materials and Methods

### Animal Sampling

Animal sampling was conducted under NMFS permit number 19108, and was approved by the institutional animal care and use committee of the University of California, Santa Cruz (IACUC protocol Costa1409). Skeletal muscle tissue was collected during the annual spring molt at Año Nuevo State Park, San Mateo County, CA, United States. Samples were collected to assess changes in the respiratory capacity and gene expression in adult female elephant seal skeletal muscle early and late during the molt period when seals remain on land with reduced activity and fasting. Study animals were subjects of a separate parallel study and their location at sea was monitored by satellite tag prior to the molt haul-out. Baseline pre-molt muscle biopsies were taken within 5 days of arrival on the beach as determined by satellite tracking and visual confirmation. Subsequent post-molt samples were taken approximately 1 month after the initial sample (average: 34 days; range: 28–37 days). A total of 19 skeletal muscle biopsies were taken from 11 adult female NES. Both pre and post-molt samples were collected for a total of 7 animals. When conditions allowed, body mass was determined using a hanging scale suspended from a tripod as previously described (Robinson et al., 2012). Paired pre and post-molting body mass was collected for 4 of the 7 animals.

Animals were initially immobilized by intramuscular injection of Telazol (1 mg kg^–1^) and sedation was maintained with ketamine and diazepam injections via a spinal needle inserted into the extradural vein (MWI Animal Health) as previously described (Robinson et al., 2012). The biopsy site (approximately two thirds of body length from head, adjacent to midline) was sterilized with Betadine, and a local anesthetic (1% Lidocaine) was administered before making a small (approximately 1 cm) incision in the skin. A 6 mm Integra Miltex dermal biopsy punch (Thermo Fisher Scientific) was used to take a core of both blubber and muscle from the site, and a 6 mm Bergström biopsy cannula was then inserted through the blubber into the *longissimus dorsi* muscle to collect a second muscle biopsy. For each biopsy approximately 50 mg of muscle tissue was collected. Tissue from the first biopsy was immediately placed in a 2 ml vial of chilled biopsy preservation buffer (BIOPS; pH 7.1) containing 10 mM Ca^2+^-EGTA, 0.1 μM free calcium, 20 mM taurine, 50 mM K-MES, 0.5 mM DTT, 6.56 mM MgCL_2_, 5.77 mM ATP, and 15 mM phosphocreatine. BIOPS samples were kept on ice, and returned to the lab to be processed the following day or shipped overnight for processing within 24 h of collection. A second muscle biopsy was preserved in 2 ml of RNAlater (Sigma, R0901) that was chilled on ice or refrigerated for 48 h, before being frozen for later RNA extraction and gene expression analysis.

### High Resolution Respirometry

#### Tissue Preparation

Tissue preparation and permeabilization for high resolution respirometry was performed in a 6 well culture dish at 4°C. In 2 ml of chilled BIOPS buffer, muscle fiber bundles were teased apart using fine tip forceps under magnification to increase surface area. Following mechanical separation, fiber bundles were transferred to 2 ml of fresh BIOPS buffer with 50 μg ml^–1^ saponin for 20 min under gentle rocking to permeabilize the outer cell membrane and wash out intracellular substrates and adenylates. Permeabilized fiber bundles were then transferred to 2 ml of mitochondrial respiration buffer (MIRO5) containing 0.5 mM EGTA, 3 mM MgCl_2_, 60 mM lactobionic acid, 20 mM taurine, 10 mM KH_2_PO_4_, 20 mM HEPES, 110 mM sucrose, and 1 g/l fatty acid free BSA, and gently rocked for an additional 10 min to wash out any residual saponin. Fiber bundles were removed from the buffer solution with fine forceps and blotted with a Kimwipe to remove surface moisture before weighing on a micro-balance (Mettler Toledo AB204-S/PH; Mettler-Toledo, Columbus, OH, United States). Two to five milligram of tissue was transferred to the chamber for each respirometry protocol.

#### Respirometry

High-resolution tissue respirometry was performed using an Oxygraph-2K (O2K) respirometer (Oroboros Instruments, Innsbruck, Austria) according to previously described principles (Pesta and Gnaiger, 2012) using protocols adapted from previous studies (Porter et al., 2014, 2015). Paired pre and post-molt samples were viable for respirometry analysis in 6 of the 7 individuals with paired samples. Before each protocol, the oxygen electrode for each chamber was calibrated using ambient air. The MIRO5 respiratory buffer solution was maintained at 37°C throughout each protocol and stirred continuously at 750 rpm by a magnetic stirrer. Oxygen concentration was monitored with an attached computer using DatLab software (Oroboros Instruments, Innsbruck, Austria). Following temperature equilibration and oxygen calibration, muscle tissue samples (prepared as described above) were introduced into the chamber before partially sealing the chamber with a stopper. Oxygen was injected into the air space above the stirred buffer, and the increasing oxygen concentration was monitored. After the buffer oxygen concentration reached approximately 400 nmol/ml, the remaining gas was forced out, sealing the chamber. Oxygen concentration was maintained between 250 and 400 nmol/ml throughout each protocol in an attempt to prevent oxygen diffusion limiting tissue respiration. After establishing steady state baseline respiratory flux in the metabolic chamber with the absence of metabolic precursors, individual protocols were started with protocol specific stepwise titration of substrates, adenylates, and inhibitors. A new steady state oxygen consumption rate was established for each metabolic state before proceeding with titrations for the next metabolic state. Four separate substrate uncoupler inhibitor titration (SUIT) protocols were performed for each sample including A, B, CI, and CII (Table 1).

**TABLE 1:**
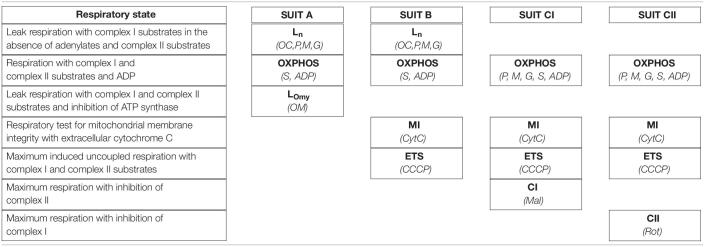
Stepwise titration of substrates and inhibitors utilized four distinct SUIT protocols (A, B, CI, CII) to achieve the following skeletal muscle respiratory states: maximum leak with complex I substrates and no adenylates (L_n_), OXPHOS respiratory capacity through complex I and II, leak respiratory capacity in the presence of complex I and II substrates with inhibition of ATP synthase (L_Omy_), uncoupled electron transport system respiratory capacity (ETS), and uncoupled maximum respiratory capacity through complex I (CI) and complex II (CII).

The substrate, uncoupler, and inhibitor concentrations used in each of the SUIT protocols were; 0.5 mM octanoylcarnitine (*OC*), 10 mM pyruvate (*P*), 0.5 mM malate (*M*), 10 mM glutamate (*G*), 10 mM succinate (*S*), 5 mM ADP (*ADP*), 10 μM cytochrome C (*CytC*), 5 μM oligomycin (*OM*), 0.5 μM CCCP (*CCCP*), 1 μM rotenone (*Rot*), and 10 mM malonate (*Mal*). The addition of cytochrome C was used as a test for mitochondrial membrane integrity, and was not used to induce an experimental respiratory state. An increase in respiratory flux of greater than 10% following cytochrome C titration was used as a threshold to indicate that compromised outer mitochondrial membranes invalidated the respirometry measures for that sample.

Using high resolution respirometry we assessed NES *longissimus dorsi* skeletal muscle oxygen consumption *ex vivo* in primary respiratory states including measures of leak respiration, OXPHOS, and ETS as well as max respiratory flux through respiratory complexes I (CI) and II (CII). Uncoupled ETS respiration reflects the maximum mitochondrial respiratory flux as a measure of mitochondrial density (Votion et al., 2012) of which the other respiratory states make up various portions. OXPHOS respiratory capacity represents the portion of ETS capacity composed of both the respiratory flux coupled to mitochondrial oxidative phosphorylation through ATP synthase and non-coupled leak respiration.

Steady state respiratory values were corrected for baseline respiratory chamber oxygen flux determined at the beginning of each protocol. Because the availability of lipid substrate was not limiting to OXPHOS respiration (absence of octanoylcarnitine in protocols CI and CII did not alter OXPHOS measures; *p* = 0.530), the OXPHOS measurements in protocols CI and CII were averaged together with protocols A and B for analysis. For respiratory states that were measured repeatedly for each sample due to overlapping protocol measures (i.e., L_n_, OXP, ETS), the average of those measures were analyzed for each time point. Respiratory states determined by inhibitory titration with only a single measure for each sample (i.e., L_Omy_, CI, CII) were standardized to the average OXPHOS for that sample by multiplying the fractional reduction from OXPHOS by the average OXPHOS for that sample. The difference between pre and post fasting respiratory measures was assessed using repeated measures *t*-tests. Respiratory ratios were calculated to assess the relative contribution of individual respiratory states to respiratory capacity. Substrate control ratios (SCR) were calculated to assess the contributions of complex I and complex II to total OXPHOS capacity (SCR_CI_: CI/OXPHOS and SCR_CII_: CII/OXPHOS). To assess the relative contribution of LEAK respiration to total OXPHOS respiration, we calculated the coupling control ratio (CCR: LEAK/OXPHOS). To assess the reserve respiratory capacity in the mitochondrial ETS system in excess of OXPHOS capacity, we calculated a flux control ratio (FCR: OXPHOS/ETS). Comparisons between pre and post-molt measures were assessed using paired *t*-tests with a significance threshold of *p* < 0.05.

### Mass-Loss Estimates of Molt Metabolism

In order to provide context to the measured respiratory capacities in this study, daily energy expenditure was estimated using the daily average loss of body mass based on the distribution of tissue loss (e.g., fat vs. lean tissue) and the energy derived from catabolism of each of those tissue categories. A previous study of similarly sized molting female NES showed that the lost mass was composed of 14% molted pelage. The remaining 86% was composed of 41% fat, 25% water, and 20% metabolizable fat-free mass (with fat-free mass composed of 5% dry matter and 15% additional water) (Worthy et al., 1992). Daily energy expenditure was estimated based on metabolic equivalents for fat of 9 kcal g^–1^ (37.7 kJ g^–1^) and fat-free mass of 1 kcal g^–1^ (4.2 kJ g^–1^) (Tataranni et al., 2003).

### Gene Expression

Skeletal muscle tissue samples preserved and frozen in RNAlater were homogenized and prepared for RNA extraction. Samples were flash-frozen in liquid nitrogen and pulverized using a mortar and pestle before mechanical homogenization with a rotary tissue grinder using an RNAqueous Total RNA Isolation Kit (Thermo Fisher Scientific). RNA samples were quantified using a Qubit fluorometer. Poly-A + RNA was enriched from ∼0.05 μg of total RNA and used as a template to generate sequencing libraries using the New England Biolab NEBNext Ultra RNA Library Prep Kit. Following the supplier’s protocol the RNA was fragmented at 94°C for 15 min. After cDNA synthesis, end repair and adapter ligation, libraries were amplified by 14 cycles of PCR. The indexed libraries were pooled and sequenced on three lanes of an Illumina HiSeq 1,500 High-output flow cell with the 50 base paired-end protocol.

The reads in fastq format were aligned to a reference genome using the splicing aware software STAR, version 2.5.3a_modified, using the ENCODE recommended parameters. The genome index was built with the NCBI Hawaiian monk seal (Neomonachus schauinslandi) reference genome, assembly GCA_00221575.1, with the associated NCBI annotation file, Release 100. Reads mapped to genes were quantified with the STAR –quantMode GeneCounts option (Dobin et al., 2013). The Hawaiian monk seal genome was utilized as the most complete and closest related genome available (for summary of read map alignment see Supplementary Table S1). The mapped reads had approximately 1% mismatch rate.

Because some samples gave poor sequencing results due to low quality input RNA as reflected by FastQC (Bioinformatics, 2015) analysis and read alignment results, we selected the 4 samples from each condition (pre-molt and post-molt) with the most unique reads (not paired) for further analysis. The read counts per gene for each sample were input into the DESeq2 (Love et al., 2014) differential expression program. Following the DESeq2 vignette, differentially expressed genes were called with an adjusted *p*-value cut-off of less than 0.05 and a log_2_ fold-change of ±1. Gene expression data has been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and is accessible by GEO accession number GSE151509^1^.

Pathway enrichment analyses of upregulated and downregulated gene sets were assessed against the KEGG 2019 Human pathway database using Enrichr (Chen et al., 2013; Kuleshov et al., 2016). Significantly altered metabolic pathways were identified by an adjusted *p* < 0.05 using the Fisher exact test and visualized based on an Enrichr combined score calculated by multiplying the log of the *p*-value from the Fisher exact test by the z-score of the deviation from the expected rank.

## Results

### Body Mass and Metabolism

We measured the body mass of female NES before and after the annual molt (Table 2). During this period, seals remain on shore for approximately 6 weeks with reduced activity and no access to food resulting in significant loss of body mass. Of the seven seals in our study, we were able to collect both pre and post-molt body mass from four. The initial body mass averaged 388 ± 50 kg, and they lost an average of 101 kg (3 kg day^–1^), equivalent to 26% of their initial mass during the molt (Table 2, white). This loss of body mass is consistent with previously reported values in similarly sized molting female NES (Worthy et al., 1992).

**TABLE 2:**
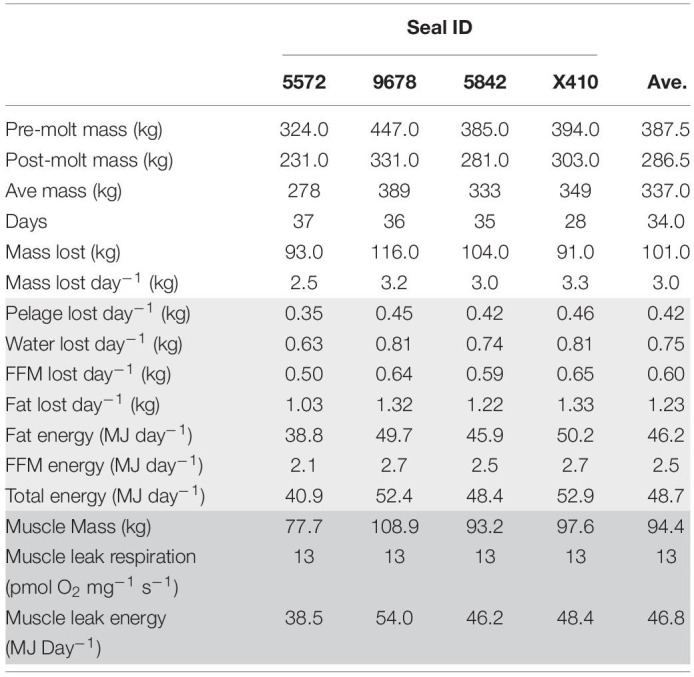
Measurements taken from four northern elephant seals at pre and post-molt timepoints. Direct measures are depicted in white.

*Additional estimated measures of distribution of lost mass (Worthy et al., 1992) and energy derived from those losses (Tataranni et al., 2003) are presented in light gray. Estimated total skeletal muscle leak respiration based on the lowest measures of leak respiratory capacity determined in this study and estimated muscle mass (Ponganis et al., 2011) are depicted in dark gray.*

Based on the loss of body mass and the distribution of catabolized tissue while fasting (see “Materials and Methods” section for detailed description), a loss of 3 kg of mass per day was apportioned as 0.42 kg of lost pelage, 0.75 kg of water, 0.60 kg of fat-free mass, and 1.23 kg of fat mass lost daily. The metabolic equivalent of catabolism of fat and fat-free mass gave an estimated metabolic rate of 48.7 MJ day^–1^ (11,670 kcal day^–1^) with 46.2 MJ day^–1^ (95%) derived from fat oxidation (Table 2, light gray). These estimates are consistent with an estimated metabolic rate of 46.5 MJ day^–1^ for similarly sized molting female NES determined using water turnover with an estimated 94% of energy derived from fat oxidation (Worthy et al., 1992).

Respiratory flux based on energy metabolism was used to provide context for skeletal muscle leak respiration. Assuming that ∼95% of energy was derived from fat oxidation, an oxygen equivalent of 19.7 kJ LO_2_^–1^ (Schmidt-Nielsen, 1997) was used to estimate skeletal muscle metabolism based on respiratory flux. With 28% of elephant seal body mass composed of skeletal muscle (Ponganis et al., 2011) and an average body mass in our study of 337 kg (average of pre and post-molt body mass), the estimated skeletal muscle mass for seals in our study was 94.4 kg. Assuming the lowest measure of skeletal muscle leak respiration in this study (respiratory results below) of 13 pmol O_2_ mg^–1^ s^–1^ (17.5 ml O_2_ kg^–1^ min^–1^; Figure 1A and Supplementary Table S2), we estimate a skeletal muscle leak respiratory capacity of 46.8 MJ day^–1^ (Table 2), which is roughly equal to the estimated total daily energy expenditure of 48.7 MJ day^–1^.

**FIGURE 1:**
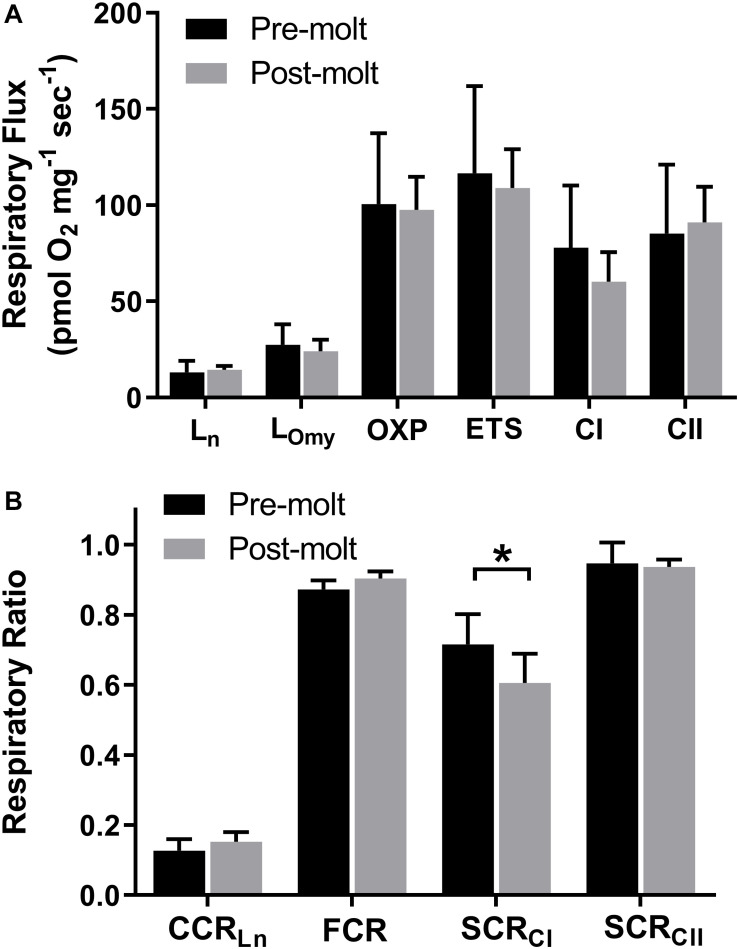
Northern elephant seal skeletal muscle respiratory flux before and after approximately 1 month during the yearly molt. Error bars represent standard deviation. High resolution respirometry was used to assess **(A)** respiratory states of leak (L_n_ and L_Omy_), OXPHOS (OXP), ETS, CI, and CII. **(B)** Ratios of respiratory rates were calculated to assess the relative contribution of leak respiration to OXPHOS (L_n_/OXPHOS = CCR_Ln_), the relative contribution of CI to OXPHOS (CI/OXPHOS = SCR_CI_), the relative contribution of CII to OXPHOS (CII/OXPHOS = SCR_CII_), and relative contribution of OXPHOS to ETS (OXPHOS/ETS = FCR). Statistical significance (*p* < 0.05) is denoted by *.

### Respirometry

We assessed the aerobic respiratory capacity of *longissimus dorsi* muscle before and after ∼30 days of fasting and reduced activity for six of the seven seals. Oxygen consumption was measured at induced respiratory states of mitochondrial leak, OXPHOS, electron transport system, complex I (CI), and complex II (CII) respiration using high resolution respirometry. In addition, respiratory ratios were used to assess the relative contribution to OXPHOS respiration for CI (SCR_CI_), CII (SCR_CII_), and leak respiration (CCR_Ln_). As a measure of mitochondrial efficiency, the contribution of OXPHOS to ETS (FCR) was assessed with a lower value indicating ETS capacity in excess of OXPHOS respiratory capacity.

There was no significant change in overall skeletal muscle respiratory capacity from pre to post-molt including measures of OXPHOS (*p* = 0.753) and total ETS (*p* = 0.553) (Figure 1A and Supplementary Table S2). Leak respiration as assessed both with complex I substrates and no adenylates (L_n_) and with CI and CII substrates with inhibition of ATP synthase (L_Omy_) did not change significantly from pre to post-molt (*p* = 0.602 and *p* = 0.298, respectively; Figure 1A and Supplementary Table S2). Although the two different measures of mitochondrial leak respiratory capacity did not change during molt, these two different methods of assessing leak respiration yielded significantly different results (*p* < 0.001). The contribution of leak (L_n_) to total OXPHOS capacity (CCR_Ln_) also did not change significantly from pre to post-molt (Figure 2B; *p* = 0.181).

**FIGURE 2:**
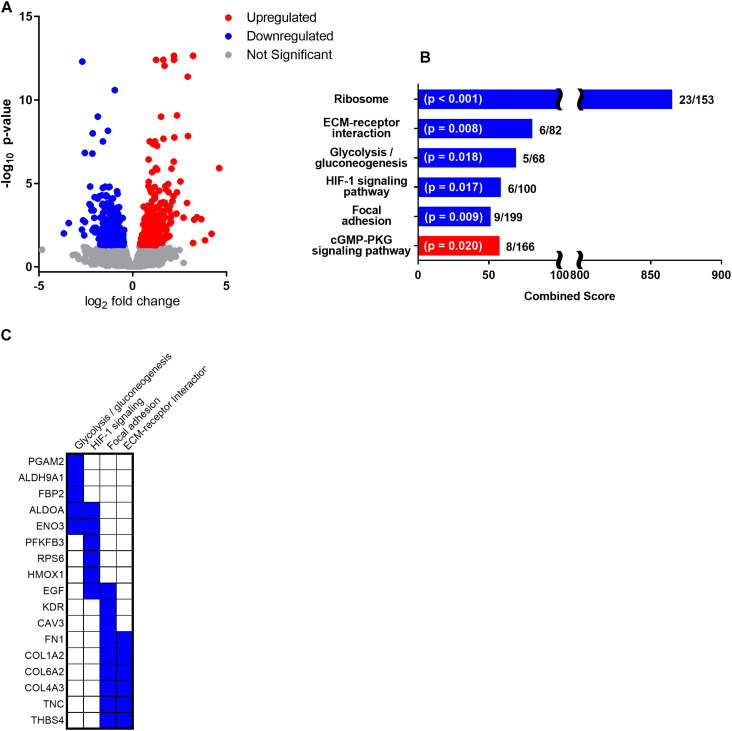
Following 1 month of reduced activity and fasting during the annual molt, NES skeletal muscle demonstrated differential gene expression in 642 genes including 313 downregulated genes and 328 upregulated genes (p_FDR_ < 0.05). **(A)** Volcano plot of fold change and *p*-value for upregulated and downregulated genes with significantly upregulated genes in red and significantly downregulated genes in blue. **(B)** Enrichr pathway analysis using significantly altered genes with ≥ 1 log_2_ fold change in gene expression (162 upregulated genes and 172 downregulated genes) was used to identify significantly upregulated (red) and 7 downregulated (blue) metabolic pathways. Bar length is presented as the Enrichr combined score calculated as the log of the *p*-value from the Fisher exact test multiplied by the z-score of the deviation from the expected rank. The *p*-value and ratio of the number of altered genes to the total number of pathway genes is noted for each. **(C)** There were 5 downregulated genes identified in the “Glycolysis/gluconeogenesis” pathway and 6 downregulated genes identified in the “HIF-1 signaling” pathway. The 9 downregulated genes in the “focal adhesion” pathway and 6 downregulated genes in the “ECM-receptor interaction” pathways had considerable overlap and were primarily related to skeletal muscle structural integrity.

Although the average respiratory flux supported by CI did not change significantly from pre to post-molt (*p* = 0.219; Figure 1A), SCR_CI_ decreased (*p* = 0.033; Figure 1B) indicating a reduced relative contribution of CI to total OXPHOS. The average respiratory flux supported by CII did not change from pre to post-molt (Figure 1A), and likewise, the relative contribution of CII to total OXPHOS did not change from pre to post-molt (Figure 1B; *p* = 0.756).

### Gene Expression

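RNA from the longissimus dorsi of adult female NES was sequenced in 8 libraries, 4 from biopsies of seals that had come ashore at most 5 days before (pre-molt, seals 5572, 5842, 6762 and C497) and 4 from biopsies taken a mean of 34 days after the first sampling, with a range of 28 to 37 days (post-molt, seals 4448, 5572, 9678 and X410). Seal 5572 is the only animal with a library at both times, so the groups were compared unpaired. The authors aligned the reads with STAR to the Hawaiian monk seal genome and deposited the number of reads counted per gene, so reads of 1 seal species are counted on the genes of another. Counts per library totalled 37905311 to 56150332 pre-molt (median 50293065.5) and 30774895 to 61229829 post-molt (median 41495634.5). The paper names the NEBNext Ultra RNA kit, whereas the sample labels name the Illumina TruSeq RNA kit, with a larger input of total RNA and a shorter time in RNAlater than the paper states. All fold changes below are post-molt over pre-molt on the log2 scale with their standard error (SE), all expression values are TMM-scaled CPM (mean ± SD of 4 libraries), and all tests of single genes are edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment unless DESeq2 is named.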

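Between pre-molt and post-molt muscle, 31 genes rose and 19 fell at an edgeR adjusted p under 0.05, out of 14315 genes tested. Genes that rose included PPTC7, a mitochondrial phosphatase (log2 fold change 2.19 ± 0.26, adjusted p = 0.00589, 39.7 ± 13.4 to 181 ± 31.8 CPM), and ASB14, a muscle member of an ubiquitin ligase family (1.63 ± 0.20, adjusted p = 0.00626, 18.3 ± 3.42 to 56.4 ± 6.24 CPM). Among those that fell were TMEM65, which codes for a mitochondrial inner-membrane protein (-1.86 ± 0.24, adjusted p = 0.00626, 78.1 ± 22.5 to 21.5 ± 2.57 CPM), and MAP2K1, a kinase of the MAPK cascade (-0.96 ± 0.17, adjusted p = 0.0333, 179 ± 15.7 to 91.8 ± 4.47 CPM). In all 50 genes the 4 libraries of one group lay above the 4 of the other, as they did in 1311 of the genes tested (9.16%, against 2.86% expected if the labels carried no information). At an unadjusted p under 0.05, 744 genes were higher and 890 lower. DESeq2, the tool the paper names, gave an adjusted p to 10119 genes and called 335 higher and 316 lower, with 49 of the 50 edgeR genes among them, and limma-voom called 55 and 39. Without the library with the lowest share of uniquely mapped reads in each group (pre-molt 5842 and post-molt 9678, a choice made after seeing the data), edgeR called 0 genes with 3 libraries per group, with 701 higher and 629 lower at an unadjusted p under 0.05, and DESeq2 called 190 and 169. The edgeR call for MAP2K1 ended in 6 of 8 fits that left out 1 library, and those for PPTC7, ASB14 and TMEM65 in 0.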

Gene expression analysis in NES skeletal muscle following 1 month of reduced activity and fasting identified differential expression in 642 genes including 313 downregulated and 328 upregulated genes (p_FDR_ < 0.05). Of those differentially expressed genes, 334 had a log_2_ fold change of less than -1 (172 downregulated genes; Supplementary Table S3A) or greater than 1 (162 upregulated; Supplementary Table S3B and Figure 2A). 

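Of the genes past an edgeR adjusted p under 0.05, 31 were higher and 18 lower by more than 1 log2 unit. With 1 library left out at a time these counts were 7 to 28 and 2 to 20. Without both libraries of seal 5572 they were 3 and 2, and with no filter on low counts 115 and 84. A test against 1 log2 unit (glmTreat of edgeR) called 0 higher and 0 lower. PPP1R3C, a subunit that targets protein phosphatase 1 to glycogen, rose from 16.5 ± 8.52 to 153 ± 39.7 CPM (log2 fold change 3.22 ± 0.38, adjusted p = 0.00589), and the related subunit PPP1R3G fell from 20.8 ± 5.63 to 4.30 ± 2.11 CPM (-2.27 ± 0.40, adjusted p = 0.0392). Other genes that rose were SNAI3, a zinc-finger repressor (2.92 ± 0.36, adjusted p = 0.00589), FKBP5, a glucocorticoid receptor co-chaperone (2.52 ± 0.46, adjusted p = 0.0422), ZNF503 (2.35 ± 0.32, adjusted p = 0.0125), the transcription factor KLF2 (2.21 ± 0.32, adjusted p = 0.0151), the antiproliferative gene TOB2 (2.19 ± 0.26, adjusted p = 0.00589) and PARM1 (2.16 ± 0.35, adjusted p = 0.0288). Genes that fell included the metallopeptidase MMP11 (-2.70 ± 0.32, adjusted p = 0.00589, 50.9 ± 26.8 to 7.82 ± 0.679 CPM), the muscle carbonic anhydrase CA3 (-2.55 ± 0.43, adjusted p = 0.0328, 1891 ± 959 to 324 ± 109 CPM), the M-band gene MYOM2 (-2.13 ± 0.32, adjusted p = 0.0177, 1526 ± 527 to 348 ± 119 CPM), the growth factor HBEGF (-2.03 ± 0.38, adjusted p = 0.0482), PPM1J (-1.79 ± 0.32, adjusted p = 0.0419) and the forkhead factor FOXO6 (-1.60 ± 0.28, adjusted p = 0.0347). The largest rise, in the nuclear receptor NR4A3 (5.94 ± 1.10, adjusted p = 0.0432), rests on few reads pre-molt (0.268 ± 0.219 CPM) and on post-molt library X410 (55.6 CPM, against 3.70 to 4.94 in the other 3), and DESeq2 gave this gene no adjusted p. DESeq2 called 163 genes higher and 171 lower by more than 1 log2 unit. With each of the 8 libraries left out in turn, the edgeR call for NR4A3 ended in 8 fits, those for HBEGF and PPM1J in 7, those for FKBP5, CA3, PPP1R3G and FOXO6 in 6, that for PARM1 in 4, that for MYOM2 in 3, and those for the other genes named here in at most 1.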

Enrichr pathway analysis was used to identify significantly altered pathways, and other significantly altered key regulatory genes are discussed in relation to their function.

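Genes listed for glycolysis and gluconeogenesis (PGAM2, ALDOA and the aldehyde dehydrogenase gene ALDH9A1) were over-represented among the 18 genes lower by more than 1 log2 unit (Fisher's exact test adjusted p = 9.29e-04). So was a list of fast-fiber genes (adjusted p = 0.00452), with MYOM2 and again PGAM2, a glycolytic enzyme that both lists hold. Among the 31 genes higher, glucocorticoid-responsive genes (FKBP5, PER1, PDK4 and ZFP36; adjusted p = 5.43e-05), fasting-induced targets of PPAR and FOXO factors (PDK4, LPIN1 and KLF11; adjusted p = 0.00146) and immediate-early genes (NR4A3, ZFP36 and KLF2; adjusted p = 0.00421) were over-represented. These 5 of 53 lists were written before the count table was opened, and the glucocorticoid list shares 8 members with the fasting list and 4 with the immediate-early list. With the genes DESeq2 called, the same test gave 22 lists and directions, the smallest adjusted p being 7.84e-21 for cytosolic ribosomal protein genes, 23 of 79 lower. The number of over-represented lists by edgeR went from 5 to 0 without pre-molt 5572 or post-molt 4448 and to 2 without pre-molt 5842 or post-molt 5572 or 9678, and the call for NR4A3 ended whichever library was left out.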

#### Altered Signaling Pathways

Using Enrichr pathway analysis, the most profoundly downregulated pathway was “ribosome” gene expression (adj. *p* < 0.001; Figure 2B) including downregulation of 15 large ribosomal subunits (Supplementary Table S3A; *RPL*s as well as the one mitochondrial large ribosomal subunit, *MRPL10*) and 8 small ribosomal subunits (Supplementary Table S3A; RPSs) indicative of reduced skeletal muscle protein translation. 

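Cytosolic ribosomal protein genes, which build the translating ribosome, had lower values post-molt in nearly every member, 78 of 79 tested, with a median log2 fold change of -0.86. The mean log2 CPM of the list was 8.33 ± 0.50 pre-molt and 7.52 ± 0.30 post-molt (4 libraries each, exact permutation p = 0.029, 0.143 adjusted over the lists). RPS2 went from 3721 ± 962 to 1653 ± 387 CPM (-1.17 ± 0.25, edgeR adjusted p = 0.0629), RACK1 from 1914 ± 574 to 943 ± 95.1 CPM (-1.02 ± 0.23, adjusted p = 0.0737), RPS19 from 465 ± 221 to 187 ± 40.1 CPM (-1.31 ± 0.30, adjusted p = 0.0761), RPL10 from 2620 ± 437 to 1444 ± 177 CPM (-0.86 ± 0.20, adjusted p = 0.080) and RPL36 from 244 ± 140 to 87.5 ± 22.3 CPM (-1.48 ± 0.34, adjusted p = 0.077). RPL36AL (-1.39 ± 0.33, adjusted p = 0.080), the muscle paralog RPL3L (-0.97 ± 0.34, adjusted p = 0.263) and the mitochondrial MRPL10 (-1.02 ± 0.25, adjusted p = 0.0844) had similar fold changes. Pre-molt 5842 stood apart in RPS19, RPL36AL and RPL36 (453 CPM against 154 to 200 in the other 3 pre-molt libraries), and without it the fold change of RPL36 was -0.98; post-molt 4448 had a mean log2 CPM of 7.30 for small-subunit genes, against 7.90 to 7.95 in the other 3.
Over all genes tested, edgeR called 0 of the 79 genes, with 71 lower at an unadjusted p under 0.05, and DESeq2 called 40 lower, 25 of the large and 15 of the small subunit. At a p adjusted over the list alone, 40 of 46 large-subunit and 30 of 33 small-subunit genes fell. Camera with a preset correlation placed the list below the other genes (adjusted p = 6.71e-35; large subunit 1.10e-24, small subunit 3.65e-20), with adjusted p = 0.295 with an estimated correlation, which was 0.90 between members. Translation initiation and elongation factors gave a median of -0.38 (camera adjusted p = 9.55e-06, 0.185 with an estimated correlation; 14 of 45 lower when adjusted over the list alone), among them EIF3K (-1.13 ± 0.22, edgeR adjusted p = 0.054), EIF3F (-0.87 ± 0.19, adjusted p = 0.0701) and EEF1D (-0.83 ± 0.19, adjusted p = 0.080). For 76 mitochondrial ribosomal protein genes the median was -0.14 (camera adjusted p = 0.232), with MRPS9 at -0.78 ± 0.26 (edgeR adjusted p = 0.233) and MRPS2 at -0.56 ± 0.19 (adjusted p = 0.239). Reads that match both a ribosomal protein gene and a processed pseudogene are left out by this kind of counting, so values of single members are uncertain.

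**Figure D1:**
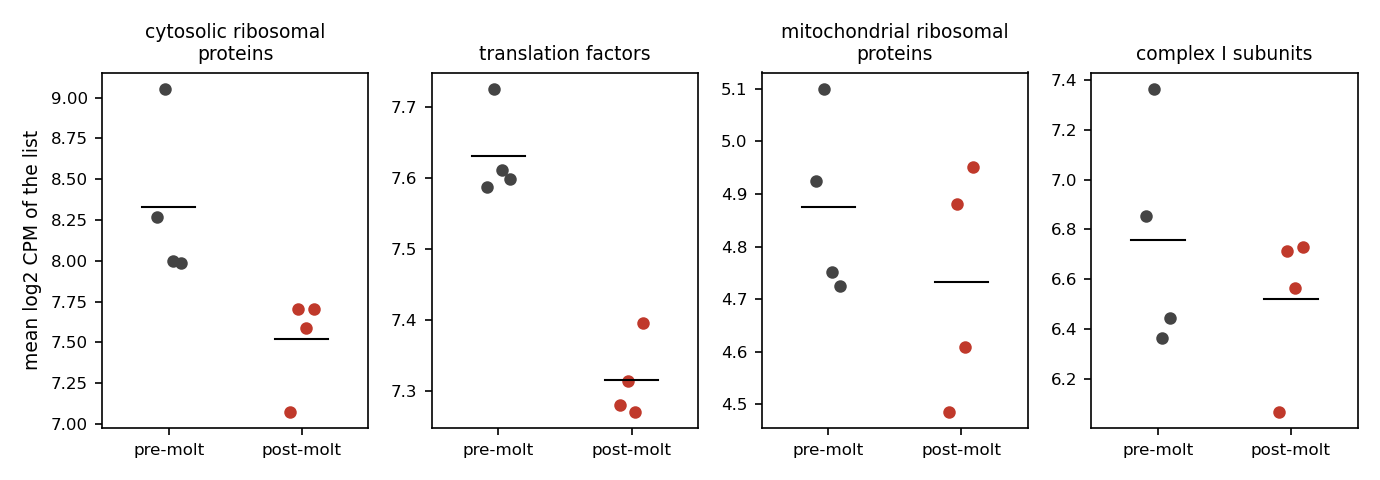
Mean log2 CPM of 4 gene lists in each library. Each dot is 1 library (4 pre-molt, 4 post-molt), and lines are group means.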

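The collagen and adhesion glycoprotein genes COL6A2, COL1A2, COL4A3, TNC, THBS4 and FN1 had lower mean values post-molt. COL6A2 was at 88.1 ± 29.5 CPM pre-molt and 33.0 ± 13.0 CPM post-molt (log2 fold change -1.42 ± 0.31, edgeR adjusted p = 0.0678, n = 4 per group), COL1A2 at 159 ± 87.7 and 63.2 ± 25.5 CPM (-1.33 ± 0.37, adjusted p = 0.143), COL4A3 at 18.9 ± 5.78 and 7.88 ± 2.95 CPM (-1.26 ± 0.35, adjusted p = 0.137), TNC at 9.45 ± 5.10 and 2.35 ± 1.31 CPM (-2.01 ± 0.53, adjusted p = 0.120), THBS4 at 64.8 ± 22.3 and 29.6 ± 9.49 CPM (-1.13 ± 0.28, adjusted p = 0.0956) and FN1 at 44.7 ± 41.8 and 13.7 ± 5.87 CPM (-1.71 ± 0.57, adjusted p = 0.228). Focal adhesions and costameres tie the sarcomere to the ECM. Genes listed for them, not all of which make that link, included CAV3 (231 ± 146 and 63.9 ± 11.7 CPM, -1.85 ± 0.36, adjusted p = 0.0524), the growth factor gene EGF (-1.58 ± 0.32, adjusted p = 0.0545) and the VEGF receptor gene KDR (-1.45 ± 0.34, adjusted p = 0.0807). DESeq2 called each of these 9 genes lower, with adjusted p from 7.55e-05 for CAV3 to 0.0434 for FN1. Without pre-molt 5842 the fold change of FN1 was -0.85 and that of COL1A2 -0.87.
Of 64 genes tested for ECM and ECM-receptor interaction, edgeR called 0 over all genes, with 12 lower at an unadjusted p under 0.05, DESeq2 called 8 lower, and 7 fell when adjusted over the list alone. The median of the list was -0.23 (camera adjusted p = 0.0139, 0.461 with an estimated correlation), 22 members had a positive log2 fold change, and the mean log2 CPM of the list was 3.65 ± 0.33 pre-molt and 3.33 ± 0.33 post-molt (exact permutation p = 0.229), higher post-molt by 0.18 in seal 5572, the animal sampled at both times. Of 115 focal adhesion and costamere genes, edgeR called MAP2K1 lower, DESeq2 called 3 higher and 11 lower, and adjusted over the list alone 1 was higher and 10 were lower (median -0.08, camera adjusted p = 0.184). Markers of fibroblasts and fibro-adipogenic progenitors, the cells that make much of the muscle ECM, had a median of -1.37 over 23 genes (camera adjusted p = 2.51e-15, 0.291 with an estimated correlation), edgeR called 0 of them with 17 lower at an unadjusted p under 0.05, DESeq2 called 13 lower, and 16 fell when adjusted over the list alone; 16 of these markers also belong to the ECM lists. The camera call for the ECM list ended when pre-molt 5842 or C497 or post-molt 5572 or 9678 was left out (adjusted p up to 0.2995), and without both 5842 and 9678 (0.161), a choice made after seeing the data.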

Two downregulated pathways were primarily linked to skeletal muscle structural integrity and ECM including the KEGG pathways “ECM-receptor interaction” (adj. *p* = 0.008; Figure 2B) with 6 downregulated genes (Figure 2C) and “focal adhesion” (adj. *p* = 0.009; Figure 2B) with 9 downregulated genes (Figure 2C). The HIF-1 signaling pathway was significantly downregulated (adj. *p* = 0.017; Figure 2B) with 6 associated genes (Figure 2C). In addition, glycolysis/gluconeogenesis was significantly downregulated (adj. *p* = 0.018; Figure 2B) with 5 associated genes (Figure 2C).

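HIF-1 pathway genes with lower values post-molt included PFKFB3, which makes the activator of phosphofructokinase (117 ± 55.6 to 38.5 ± 9.22 CPM, log2 fold change -1.60 ± 0.31, edgeR adjusted p = 0.0531), and HMOX1, which degrades heme (2803 ± 2067 to 953 ± 278 CPM, -1.56 ± 0.48, adjusted p = 0.189). RPS6, listed in the pathway and also a ribosomal protein, went from 540 ± 189 to 269 ± 58.9 CPM (-1.01 ± 0.26, adjusted p = 0.106). DESeq2 called PFKFB3 (adjusted p = 1.55e-04), HMOX1 (0.0191) and RPS6 (0.00642) lower. Of 81 genes of HIF-1 signaling and hypoxia targets tested, edgeR called ALDOA and MAP2K1 lower, 6 fell when adjusted over the list alone, and DESeq2 called 4 higher and 8 lower. Over the whole list the median was -0.10 (camera adjusted p = 0.296).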

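Genes listed for glycolysis and gluconeogenesis included 3 that fell in post-molt muscle. PGAM2, the muscle phosphoglycerate mutase, fell from 3048 ± 1577 to 690 ± 156 CPM (log2 fold change -2.14 ± 0.35, edgeR adjusted p = 0.0288), the aldolase gene ALDOA from 34320 ± 8036 to 11430 ± 2761 CPM (-1.59 ± 0.25, adjusted p = 0.0262) and the aldehyde dehydrogenase gene ALDH9A1 from 51.1 ± 7.07 to 21.0 ± 4.55 CPM (-1.28 ± 0.21, adjusted p = 0.0323). FBP2 (658 ± 321 to 304 ± 63.6 CPM, -1.11 ± 0.31, adjusted p = 0.148) and ENO3 (5949 ± 3107 to 2670 ± 684 CPM, -1.16 ± 0.36, adjusted p = 0.186) did not pass in edgeR and were lower by DESeq2 (adjusted p = 0.0161 and 0.0259). With 1 library left out in turn, the fold change ranged from -1.31 to -0.72 for FBP2 and from -1.36 to -0.87 for ENO3. Pre-molt 5842 had 1103 CPM of FBP2, against 362 to 661 in the other pre-molt libraries. Of 42 glycolysis and gluconeogenesis genes tested, 3 fell over all genes and 4 when adjusted over the list alone, and DESeq2 called 5 lower. The median of the list was -0.40, and its mean log2 CPM was 6.05 ± 0.16 pre-molt and 5.53 ± 0.31 post-molt (exact permutation p = 0.0571, 0.26 adjusted over the lists). Camera gave adjusted p = 6.77e-06, and 0.291 with an estimated correlation. A list of fast-fiber contractile genes, which also holds the enzymes PGAM2 and ENO3, had a median of -1.27 over 18 genes (camera adjusted p = 3.35e-05, 0.291 with an estimated correlation), with MYOM2 and PGAM2 lower in edgeR and 1 higher and 7 lower when adjusted over the list alone. The mean log2 CPM of that list was 8.98 ± 1.12 pre-molt and 8.24 ± 0.43 post-molt (exact permutation p = 0.343), with pre-molt 6762 (7.80) below every post-molt library, and in seal 5572 it was higher post-molt by 0.32. The edgeR calls for PGAM2 and ALDOA ended without pre-molt 5572 and without any 1 of the post-molt libraries, and that for ALDH9A1 when any library other than pre-molt 6762 was left out.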

Enrichr pathway analysis also identified a single significantly upregulated KEGG pathway as the “cGMP-PKG signaling pathway” (adj. *p* = 0.020; Figure 2B) with 8 upregulated genes (*ADRB2*, *ATP2A2*, *ATP1B4*, *IRS1*, *PRKG1*, *NOS3*, *MYLK2*).

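ATP2A2, the slow-fiber and cardiac calcium pump of the sarcoplasmic reticulum, rose from 3179 ± 150 to 6780 ± 1137 CPM (log2 fold change 1.09 ± 0.20, edgeR adjusted p = 0.0419), and ATP1B4, of the sodium-potassium ATPase beta-subunit family, from 56.2 ± 6.63 to 132 ± 12.2 CPM (1.24 ± 0.18, adjusted p = 0.0136). The insulin receptor substrate IRS1 (90.2 ± 16.5 and 181 ± 43.3 CPM, 1.01 ± 0.22, adjusted p = 0.0701), the myosin light chain kinase MYLK2 (521 ± 149 and 1079 ± 296 CPM, 1.05 ± 0.27, adjusted p = 0.101), the cGMP-dependent kinase PRKG1 (8.91 ± 3.99 and 20.1 ± 4.46 CPM, 1.17 ± 0.35, adjusted p = 0.176) and the endothelial nitric oxide synthase NOS3 (4.03 ± 0.681 and 9.48 ± 4.18 CPM, 1.24 ± 0.38, adjusted p = 0.183) did not pass in edgeR. DESeq2 called these 4 higher, with adjusted p = 6.03e-04, 0.00302, 0.0314 and 0.0273. Of 108 cGMP-PKG signaling genes tested, edgeR called 2 higher and 1, MAP2K1, lower, 9 rose and 1 fell when adjusted over the list alone, and DESeq2 called 14 higher and 1 lower. Over the list the median was 0.14 (camera adjusted p = 8.74e-04, 0.229 with an estimated correlation). The edgeR call for ATP1B4 ended without pre-molt 5572 alone of the 8 libraries, whereas that for ATP2A2 held without pre-molt 5842 alone and ended with upper-quartile factors, with no filter on low counts and with the percent of uniquely mapped reads as a covariate.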

## Discussion

### Overview

Molting NES experience the combined effects of both molting and prolonged fasting with reduced activity. Although there are significant physiological costs associated with the catastrophic molt experienced by NES, the molting process is not presumed in our analysis to directly influence skeletal muscle beyond competing for the limited systemic energy resources to replenishing skin and fur. In often-studied models of mammalian skeletal muscle, unloading typically causes quantitative and qualitative degradation including decreased mass, metabolic capacity, and structural integrity resulting in decreased force production (Seene et al., 2012). Although NES lose ∼25% of body mass during the annual molt (including ∼40 days of reduced activity and fasting), skeletal muscle mass is largely preserved (Worthy et al., 1992). Here we show that skeletal muscle metabolic capacity is also preserved during molt despite prolonged unloading. Previous studies have indicated that seals upregulate fat oxidation during fasting periods (Castellini et al., 1987; Castellini and Rea, 1992; Boily and Lavigne, 1995), and skeletal muscle gene expression analysis in this study is consistent with suppressed glucose oxidation and promotion of lipid oxidation.

### Skeletal Muscle Structural Integrity

Although skeletal muscle respiratory capacity and mass appear to be preserved during the seasonal molt, gene ontology suggests a downregulation of genes associated with mechanotransduction of force in skeletal muscle including focal adhesion, and ECM components. Increased mechanical loading in skeletal muscle typically results in an upregulation of collagen as well as proteoglycans and other components of the ECM (Kjaer, 2004; Ramachandran et al., 2019). Conversely, skeletal muscle unloading results in decreased transcriptional expression of ECM components including collagen genes (Savolainen et al., 1987; Seene et al., 2012), with as little as 48 h of unloading required for decreased gene expression (Urso et al., 2006). In addition to the downregulated “focal adhesion” and “ECM-receptor interaction” pathways, other key genes associated with structural integrity were downregulated including two additional collagen genes (*COL14A1*, *COL15A1*) as well as lumican (*LUM*), procollagen C-endopeptidase enhancer (*PCOLCE*), and matrix metallopeptidase 2 (*MMP2*). 

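COL14A1, a collagen that binds fibrils together, had 38.5 ± 24.7 CPM pre-molt and 9.19 ± 3.25 CPM post-molt (log2 fold change -2.07 ± 0.43, edgeR adjusted p = 0.0584), and the basement-membrane collagen gene COL15A1 72.2 ± 29.4 and 27.9 ± 12.1 CPM (-1.37 ± 0.33, adjusted p = 0.083). LUM, a proteoglycan of collagen fibrils, had 60.1 ± 7.44 and 19.8 ± 14.4 CPM (-1.60 ± 0.40, adjusted p = 0.0956), PCOLCE 23.8 ± 9.67 and 8.31 ± 2.63 CPM (-1.51 ± 0.35, adjusted p = 0.080) and MMP2 49.9 ± 21.2 and 20.9 ± 11.8 CPM (-1.25 ± 0.40, adjusted p = 0.197). DESeq2 called all 5 lower (adjusted p = 3.85e-04, 0.00426, 0.00452, 0.00405 and 0.0454), and all 4 libraries of each group lay apart in each gene except MMP2. Of 59 genes of fibrillar and associated ECM proteins tested, MMP11 fell over all genes in edgeR, and adjusted over the list alone 12 fell and 3 rose, the peptidase gene ADAMTS1 among the latter (1.58 ± 0.36, edgeR adjusted p = 0.0781). Fibrillar ECM genes had a median of -0.39 (camera adjusted p = 2.44e-04, 0.453 with an estimated correlation), and its mean log2 CPM was 3.54 ± 0.32 and 2.88 ± 0.50 (exact permutation p = 0.0857). The fibroblast surface marker PI16, which makes no matrix, had 16.0 ± 7.74 and 3.91 ± 2.03 CPM (-2.04 ± 0.45, edgeR adjusted p = 0.0679; DESeq2 adjusted p = 0.00107). The camera call for the fibrillar list ended without libraries 5842 and 9678 (adjusted p = 0.0803), a choice made after seeing the data.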

Although a number of related genes were downregulated, future studies are needed to determine if this results in reduced skeletal muscle structural integrity and force transduction.

### Body Mass and Leak Respiration

The modeled estimate of molt metabolism based on loss of body mass (48.7 MJ day^–1^) was consistent with previous indirect respirometry measures from similarly sized NES (46.5 MJ day^–1^) (Worthy et al., 1992), and provided context for measures of skeletal muscle metabolic capacity and mitochondrial leak capacity. Uncoupling proteins in skeletal muscle mitochondria allow transmembrane proton leak resulting in uncoupling of the ETC-derived proton gradient from ATP synthesis. While this dissipation of the proton gradient is wasteful with respect to ATP synthesis, this “futile” proton cycling is thermogenic and reduces the production of reactive oxygen species and resulting oxidative damage (Busiello et al., 2015). When assessing *ex vivo* measures of leak respiration, it is important to note that mitochondrial leak through these uncoupling proteins may be regulated by intracellular signals including glutathionylation of uncoupling proteins such as UCP3 (Mailloux et al., 2011, 2013). Therefore, the measures of mitochondrial leak respiratory capacity in this study do not indicate actual *in vivo* mitochondrial leak respiration.

Although NES spend considerable time in frigid waters (4–6°C) (Hakoyama et al., 1994), their large body mass, thick insulative blubber, vasoconstriction, and vascular countercurrent heat exchange are well adapted to conserve heat. Metabolic studies suggest NES are thermoneutral in water and susceptible to overheating on land where they exhibit heat-loss behaviors (White and Odell, 1971; Noren, 2002). Combining estimates of skeletal muscle mass with even the lowest measure of skeletal muscle leak respiratory capacity in this study (13 pmol O_2_ mg^–1^ s^–1^ or 17.5 ml O_2_ kg^–1^ min^–1^) results in an estimated whole body skeletal muscle leak respiratory capacity of 46.8 MJ day^–1^, which alone is roughly equivalent to whole body molt metabolism of 48.7 MJ day^–1^ (Table 2). Using the average mass of seals in our study of 337 kg and calculated metabolic rate of free-ranging NES (106.5 kJ kg^–1^ day^–1^) (Maresh et al., 2014) results in an estimated field metabolic rate of 35.9 MJ day^–1^ suggesting that leak respiratory capacity in the muscle alone exceeds estimates of the field metabolic rate in active animals at sea. Additionally, these muscle leak respiration estimates are based on the lowest measure of leak capacity from this study, and other measures of leak capacity are roughly twice as high (L_Omy_; Figure 1A and Supplementary Table S2). Although some degree of thermogenesis is undoubtedly important for maintaining thermoneutrality in marine mammals residing in cold waters, it is unlikely this high level of leak is fully required for thermogenesis.

### Skeletal Muscle Respiration

Skeletal muscle aerobic capacity is increased in response to increased activity via both qualitative and quantitative mitochondrial acclimation (Jacobs and Lundby, 2013). Likewise, skeletal muscle unloading results in metabolic deconditioning signaled by decreased mitochondrial content, reduced aerobic capacity, and a loss of muscle mass in typical terrestrial mammal models (Calvani et al., 2013). In a recent human study, maximal skeletal muscle respiratory capacity was reduced by approximately 30% following 21 days of bedrest (Salvadego et al., 2018). Metabolic deconditioning can occur rapidly; unloaded mouse soleus muscle decreased maximal respiratory flux significantly after only 3 days which preceded significant loss of muscle mass (Trevino et al., 2019). This early reduction in respiratory flux coincided with reduced intramuscular lipid handling and occurred before any change in mitochondrial content suggesting a link between substrate utilization and metabolic capacity. Unlike typical models of metabolic deconditioning following prolonged skeletal muscle unloading, the NES in our study had no significant decrease in maximal respiratory measures of OXPHOS or ETS despite more than 30 days of fasting and reduced activity (Figure 1A).

In addition to reduced maximum respiratory flux as assessed by OXPHOS and ETS, metabolic adaptation to changes in skeletal muscle load can also manifest as changes to the relative and absolute contribution of individual components of the electron transport system. We assessed changes in these respiratory ratios for use as a measure of metabolic conditioning. Strength and endurance training has been shown to increase the ratio of OXPHOS to ETS (FCR or P/E) (Pesta and Gnaiger, 2012). A decrease in FCR could signify metabolic deconditioning, however, no decrease occurred in molting NES (Figure 1B).

As the primary entry points for electrons to the ETC, skeletal muscle mitochondrial CI appears more susceptible to changes in load than CII. Increased physical fitness with exercise training results in increased mitochondrial respiratory capacity through CI in horses (Votion et al., 2012), and in a recent human study, 12 weeks of resistance exercise increased mitochondrial CI abundance with no change in CII abundance (Porter et al., 2015). Hindlimb unloading in mice resulted in decreased mitochondrial protein for complex I, complex III, and complex V, with no significant decrease for complex II (Cannavino et al., 2014). In the current study, there was no significant change in the absolute respiratory flux supported by CI or CII (Figure 1A and Supplementary Table S2), however, the relative contribution of CI to total OXPHOS as measured by SCR_CI_ was significantly reduced, potentially indicating a slight metabolic deconditioning associated with CI respiratory flux (Figure 1B).

### Metabolic Regulation

#### Seal Substrate Metabolism

As marine predators, seals are adapted to a diet consisting of high protein and fat with little carbohydrate (Keith and Ortiz, 1989; Houser et al., 2012). As a result, seals rely primarily on lipid oxidation to meet metabolic demand even in a fed state (Davis, 1983), and the reliance on lipid oxidation is further elevated during fasting (Castellini and Rea, 1992). Captive gray seals exhibit a shifting respiratory quotient indicating increased reliance on lipid oxidation with fasting (Boily and Lavigne, 1995). In addition, numerous studies demonstrate that NES also increase reliance on lipid oxidation during fasting in both pups and adults (Castellini et al., 1987; Castellini and Rea, 1992; Noren et al., 2003; Houser et al., 2012; Champagne et al., 2013). The gene expression data in this study is consistent with the previously reported small but significant shift further favoring lipid oxidation during fasting, although the physiological significance of this shift is unknown.

#### Genes Downregulated for Glucose Metabolism

During fasting, NES exhibit low blood insulin levels, reduced insulin sensitivity, and elevated blood glucose levels (Costa and Ortiz, 1982; Houser et al., 2013) resulting in high plasma glucose availability but low cellular oxidation. Consistent with fasting-induced suppression of glucose oxidation and promotion of lipid as a metabolic substrate, Enrichr pathway analysis identified “glycolysis/gluconeogenesis” pathways as statistically downregulated with five identified downregulated genes (Figures 2B,C). 

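Several transporter genes had lower values post-molt (4 libraries per group). The organic cation transporter SLC22A3 (7.45 ± 3.08 CPM pre-molt and 2.12 ± 1.26 CPM post-molt, log2 fold change -1.82 ± 0.54, edgeR adjusted p = 0.169), the amino acid transporter SLC43A1 (402 ± 232 and 120 ± 44.4 CPM, -1.74 ± 0.40, adjusted p = 0.080), the organic anion transporter SLCO3A1 (30.1 ± 6.67 and 12.1 ± 4.81 CPM, -1.31 ± 0.31, adjusted p = 0.080) and SLC2A4RG, a regulator of GLUT4 transcription (78.9 ± 23.3 and 35.5 ± 4.67 CPM, -1.15 ± 0.23, adjusted p = 0.0545), did not pass in edgeR and were lower by DESeq2 (adjusted p = 0.0199, 0.00103, 0.00389 and 4.90e-04). GLUT4 itself, SLC2A4, had 51.9 ± 20.1 and 95.1 ± 32.2 CPM (0.88 ± 0.32, edgeR adjusted p = 0.290, DESeq2 adjusted p = 0.113). The lactate exporter SLC16A3 had 142 ± 138 and 22.1 ± 11.0 CPM (-2.69 ± 0.57, edgeR adjusted p = 0.0629, DESeq2 adjusted p = 0.00549), with 349 CPM in pre-molt library 5842 against 59.6 to 84.6 in the other 3. Of 43 genes of insulin signaling and glucose uptake tested, edgeR called 0 higher and 1 lower over all genes. DESeq2 called 6 higher and 8 lower, as many as when edgeR's p was adjusted over the list alone (median 0.07, camera adjusted p = 0.733). Among the genes DESeq2 called lower by more than 1 log2 unit the list was over-represented (8 of its 42 genes with a DESeq2 adjusted p, Fisher's exact test adjusted p = 4.80e-06; 0.406 with the genes edgeR called lower).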

Other notable downregulated genes related to transport and metabolism of glucose include 4 solute carriers (*SLC22A3*, *SLC43A1*, *SLC16A2*, *SLC03A1*) associated with the transport of glucose and other sugars as well as *SLC2A4RG*, a primary regulatory gene for the insulin-responsive skeletal muscle glucose transporter GLUT4 (*SLC2A4*) (Gasser et al., 2007).

#### Genes Upregulated for Lipid Metabolism

Although pathway analysis did not identify a specific pre-populated list of lipid metabolism genes as a significantly altered pathway, there were a number of key genes that are critical to the regulation of skeletal muscle lipid metabolism that were significantly upregulated. 

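Among genes of lipid droplets, lipolysis and fatty acid uptake, LPIN1 rose at an edgeR adjusted p under 0.05, out of 44 tested, and adjusted over the list alone 11 were higher and 3 lower, CIDEC, a lipid droplet protein typical of adipocytes, having the lowest adjusted p of those with lower values (26.3 ± 13.4 and 5.38 ± 3.02 CPM, -2.29 ± 0.45, adjusted p = 0.0542). The median of the list was 0.13 (camera adjusted p = 0.0535, 0.291 with an estimated correlation and 0.0122 with DESeq2), and DESeq2 called 9 higher and 2 lower. Among the genes DESeq2 called higher by more than 1 log2 unit the list was over-represented (6 of 43, Fisher's exact test adjusted p = 5.07e-04). With the genes edgeR called higher the adjusted p of that test was 0.505. For 37 genes of fatty acid oxidation the median was 0.01 (camera adjusted p = 0.935), edgeR called 0 with 4 higher and 3 lower at an unadjusted p under 0.05, DESeq2 called 1 higher, and 0 passed when adjusted over the list alone; ACAD10 had 0.62 ± 0.20 (edgeR adjusted p = 0.214), DECR1 -0.91 ± 0.29 (0.196) and HSD17B10 -0.59 ± 0.20 (0.230). Fasting-induced targets of PPAR and FOXO factors had a median of 0.34 over 32 genes (camera adjusted p = 0.00288, 0.185 with an estimated correlation), and 3 rose, PDK4, LPIN1 and KLF11 (16.5 ± 4.54 to 51.1 ± 19.6 CPM, 1.63 ± 0.31, edgeR adjusted p = 0.0482), while FOXO6 fell; adjusted over the list alone 6 rose and 2 fell, and the edgeR call for KLF11 ended in 7 of 8 fits that left out 1 library. The paper takes from earlier studies that seals rely more on lipid oxidation when fasting, sets its own gene expression data beside that shift, and states that the physiological significance of the shift is unknown. The mRNA values bear on the expression of these genes and hold no measure of substrate use.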

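PNPLA2, whose product removes the first fatty acid from stored triglyceride, had 200 ± 32.6 CPM pre-molt and 538 ± 266 CPM post-molt (log2 fold change 1.43 ± 0.32, n = 4 per group), every post-molt library lying above every pre-molt library. The edgeR adjusted p was 0.0718 and the DESeq2 adjusted p 7.16e-04.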

Notably upregulated was the gene *PNPLA2*, which codes for adipose triglyceride lipase (ATGL). ATGL acts as the primary initial lipase and rate limiting step in the breakdown of intramuscular triglycerides to free fatty acids for oxidation (Haemmerle et al., 2011), and skeletal muscle overexpression of ATGL is associated with increased lipolysis and thought to influence mitochondrial biogenesis and oxidative capacity (Morales et al., 2017). The gene coding for the β2-adrenergic receptor (*ADRB2*) was also upregulated. Increased ADRB2 signaling in skeletal muscle is associated with slow oxidative endurance-type performance by suppressing glycolysis and promoting lipid oxidation (Sarpeshkar and Bentley, 2010). Also upregulated was pyruvate dehydrogenase kinase (*PDK4*), a primary metabolic regulator that inhibits glucose oxidation to shift metabolic pathways toward fatty acid oxidation (Fritzen et al., 2015). 

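PDK4 mRNA rose from 631 ± 236 CPM pre-molt to 2342 ± 884 CPM post-molt (log2 fold change 1.89 ± 0.35, edgeR adjusted p = 0.0432, DESeq2 adjusted p = 9.98e-06, n = 4 per group). It is one of 31 tested genes of the glucocorticoid-responsive list, of which 4 rose over all genes and 10 when adjusted over the list alone (median 0.75, camera adjusted p = 3.35e-12, 0.185 with an estimated correlation), and the mean log2 CPM of that list was 4.65 ± 0.32 pre-molt and 5.48 ± 0.22 post-molt (exact permutation p = 0.029, 0.143 adjusted over the lists). The edgeR call for PDK4 ended with upper-quartile factors and when any 1 library other than post-molt 9678 was left out.

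**Figure D2:**
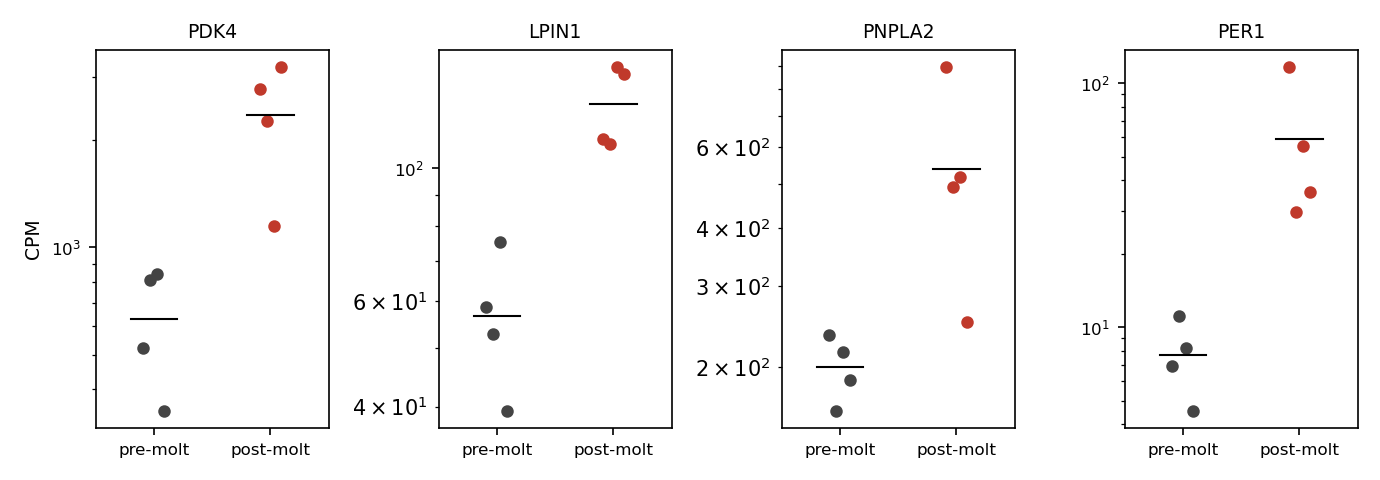
CPM of PDK4, LPIN1, PNPLA2 and PER1 in each library, on a log scale. Each dot is 1 library (4 pre-molt, 4 post-molt), and lines are group means.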

Upregulation of PDK4 is critical to prioritize lipid oxidation and spare carbohydrate in hibernating animals (Morin and Storey, 2009). Also of note is upregulation of the regulator of lipid metabolism, lipin 1 (*LPIN1*) (Finck et al., 2006; Rashid et al., 2019). 

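LPIN1, a phosphatidate phosphatase that also acts as a transcriptional coactivator, rose from 56.5 ± 14.8 CPM pre-molt to 128 ± 20.1 CPM post-molt (log2 fold change 1.176 ± 0.22, edgeR adjusted p = 0.0486, DESeq2 adjusted p = 4.26e-05, n = 4 per group). The edgeR call ended with upper-quartile factors, with the percent of uniquely mapped reads as a covariate and when any 1 library other than pre-molt 6762 was left out.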

Skeletal muscle overexpression of lipin 1 is associated with decreased insulin sensitivity (Phan and Reue, 2005) as seen in fasting NES (Houser et al., 2013). 

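NFE2L1, a transcription factor of the endoplasmic reticulum that also drives proteasome genes, had 383 ± 110 CPM pre-molt and 861 ± 115 CPM post-molt (log2 fold change 1.17 ± 0.24, n = 4 per group), with an edgeR adjusted p of 0.060 and a DESeq2 adjusted p of 6.36e-05. Of 24 genes listed as mitochondrial biogenesis regulators, edgeR called 0, with 3 higher at an unadjusted p under 0.05, and DESeq2 called those 3 higher. NFE2L1 was the only member to rise when adjusted over the list alone (median 0.14, camera adjusted p = 0.0139, 0.352 with an estimated correlation). The paper gives NFE2L1 a role in mitochondrial biogenesis, which was not tested here, so its values are no evidence on the other regulators. SIRT3 had a log2 fold change of 0.77 ± 0.23 (edgeR adjusted p = 0.180), PERM1 0.58 ± 0.20 (0.248) and PPARGC1A 0.54 ± 0.28 (15.6 ± 4.01 and 22.7 ± 5.64 CPM, 0.516).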

The upregulated *NFE2L1* gene (aka Nrf1) also regulates lipid metabolism (Kim et al., 2016), as well as skeletal muscle mitochondrial biogenesis and respiratory capacity (Hoppeler and Flück, 2003). 

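OSBPL10 had 4.06 ± 1.06 CPM pre-molt and 8.51 ± 1.86 CPM post-molt (log2 fold change 1.06 ± 0.36, n = 4 per group). It did not pass in edgeR (adjusted p = 0.233) and was higher by DESeq2 (adjusted p = 0.0299).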

The upregulated *OSBPL10* gene codes for a member of the oxysterol-binding proteins, a family of proteins which play diverse roles in regulating the intracellular metabolism, transport, and signaling of lipids (Fairn and McMaster, 2008).

#### HIF-1 Alteration

Significant downregulation in the “HIF-1 signaling pathway” by Enrichr pathway analysis suggests a decrease in hypoxic signaling in NES skeletal muscle during molt. In addition to diving apneas, NES also have regular apneustic periods on land (e.g., resting sleep apneas). These breath holding periods are associated with bradycardia, reduced skeletal muscle blood flow, and myoglobin oxygen desaturation, but this resting skeletal muscle is not under the same locomotor metabolic demands as diving (Ponganis et al., 2008). The postweaning fasting period in newborn NES pups is contrastingly associated with increased HIF gene expression (Soñanez-Organis et al., 2013). However, the postweaning fasting period represents a developmental phase where the skeletal muscle is distinct from that of adults (Noren et al., 2001; Chicco et al., 2014; Moore et al., 2014), and the pups are not conditioned to repeated and prolonged active breath hold dives as molting adults are. Given the transition from an active lifestyle of repeated breath hold diving to a sedentary terrestrial period seen in the molting adult NES in our study, it is unsurprising that gene expression associated with hypoxic signaling is reduced during this period. It should also be noted that HIF-1 activation leads to suppressed aerobic lipid oxidation in favor of anaerobic glycolytic pathways (Kim et al., 2006). Downregulation of hypoxic signaling is consistent with promotion of pathways favoring aerobic lipid-based metabolism.

#### Circadian Regulation

Peripheral circadian cycles of gene expression regulate diurnal metabolic cycles for transitioning from active periods of greater glucose oxidation to resting periods favoring fat oxidation in mice (Dyar et al., 2014), and are prominent in regulating mitochondrial metabolism and substrate utilization (Ezagouri and Asher, 2018). Skeletal muscle circadian clocks respond to cyclic stimuli including feeding and activity through regulatory genes including *CLOCK*, *ARNTL* (aka *BMAL1*), and the period-family circadian regulator *PER1* (Schroder and Esser, 2013). Periods of fasting have been shown to alter the expression of key skeletal muscle circadian regulators and the cyclic expression of functional genes in fish skeletal muscle (Wu et al., 2018). 

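PER1, a repressor of the molecular clock that glucocorticoids also induce, rose from 7.71 ± 2.76 CPM pre-molt to 59.1 ± 39.5 CPM post-molt (log2 fold change 2.94 ± 0.43, edgeR adjusted p = 0.0164, n = 4 per group). ARNTL, which codes for the clock activator BMAL1, had 4.61 ± 0.713 and 12.9 ± 3.24 CPM (1.48 ± 0.31, edgeR adjusted p = 0.0584, DESeq2 adjusted p = 1.43e-04), and its partner CLOCK had 4.13 ± 2.46 and 5.43 ± 1.38 CPM (0.40 ± 0.48, edgeR adjusted p = 0.851). Of 25 circadian clock genes tested, 1 rose over all genes and 6 when adjusted over the list alone, and DESeq2 called 6 higher. The median of the list was 0.24 (camera adjusted p = 2.54e-04, 0.197 with an estimated correlation), and its mean log2 CPM was 3.96 ± 0.09 and 4.35 ± 0.19 (exact permutation p = 0.029, 0.143 adjusted over the lists). The times of day at which the biopsies were taken were not analysed here, so a difference in sampling hour between the groups cannot be told apart from a shift of the clock. The edgeR call for PER1 ended without pre-molt 5572 and held when any other library was left out.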

In the current study, key circadian rhythm related genes were upregulated during molt including *ARNTL* and *PER1* (Figure 2D), and these genes are both tied to circadian regulation of mitochondrial lipid metabolism (Ezagouri and Asher, 2018). In addition, *USP2* was upregulated which de-ubiquitinates PER1 thereby extending its cellular activity. 

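USP2 had 43.1 ± 6.47 CPM pre-molt and 98.6 ± 33.6 CPM post-molt (log2 fold change 1.19 ± 0.25, n = 4 per group), with no overlap between the groups. The edgeR adjusted p was 0.0629 and the DESeq2 adjusted p 7.13e-04.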

Skeletal muscle *CLOCK* regulated circadian cycles are also closely tied to HIF-1 regulation (Peek et al., 2017). Although the etiology and mechanisms of how these circadian cycles, HIF-1 pathways, and lipid metabolism pathways converge, the altered gene expression in these related pathways is noteworthy given these recent studies.

### Fasting-Induced Metabolic Changes May Protect Muscle From Unloading

Although decreased activity and reduced skeletal muscle load typically results in loss of muscle mass and metabolic capacity (Seene et al., 2012; Frontera and Ochala, 2015; Mukund and Subramaniam, 2019), muscle is largely preserved in both molting NES (Worthy et al., 1992) and hibernating mammals (Cotton, 2016). Commonalities between these unique animal models could provide novel insights into pathways that regulate skeletal muscle to explain how their muscle is preserved despite lengthy periods of reduced load. Both hibernating mammals and molting NES experience prolonged periods of nutrient deprivation resulting in a shift in skeletal muscle metabolic substrate utilization toward mobilizing fat stores for lipid oxidation (Castellini and Rea, 1992; Buck et al., 2002; Vermillion et al., 2015; Cotton, 2016). Within skeletal muscle, fasting-induced nutrient deprivation results in upregulation of peroxisome proliferator-activated receptor γ coactivator-1α (PGC-1α) (Finck et al., 2006; Gerhart-Hines et al., 2007; Hempenstall et al., 2012; Hatazawa et al., 2018), which can be upregulated in response to either reduced intracellular glucose oxidation (Gerhart-Hines et al., 2007) or increased lipid signaling (Haemmerle et al., 2011; Nakamura et al., 2014; Biswas et al., 2016). PGC-1α is a master regulator of mitochondrial biogenesis and metabolism in type 1 aerobic skeletal muscle, and also protects against disuse muscle atrophy (Liang and Ward, 2006; Kang and Li Ji, 2012). By stimulating PGC-1α pathways, fasting-induced shifts in metabolic substrate favoring fatty acid oxidation may help to protect skeletal muscle from the detrimental effects of unloading as proposed in hibernating mammals (Cotton, 2016). Through this mechanism, fasting-induced metabolic substrate shifts in NES may help preserve the mass and metabolic capacity of slow oxidative fibers in the absence of exercise-induced stimuli, thereby facilitating the rapid return to foraging and activity following the extended periods of reduced activity. In addition, this selective preservation of type 1 skeletal muscle fibers during repeated bouts of prolonged fasting may also explain the unique ontogenetic transition in NES which have type II fast twitch fibers present in pups but essentially absent in adults (Moore et al., 2014). By better understanding the adaptive mechanisms in these unique animal models, we may expose metabolic pathways that can be manipulated to manage loss of muscle mass and respiratory capacity associated with aging, disease, and reduced muscle load.

## Summary

Previous studies have shown that NES skeletal muscle mass is largely preserved during the annual molt despite more than a month of fasting and reduced activity. In the current study, we determined that skeletal muscle metabolic capacity is also preserved, although decreased expression of collagen and ECM components may indicate loss of skeletal muscle structural integrity and force transduction. Leak respiratory capacity in skeletal muscle alone appears more than adequate to meet the thermogenic demands in adult NES. We found altered expression of key regulatory genes in skeletal muscle over the course of the molt indicating: (a) altered circadian regulation of metabolism Fasting-induced metabolic shifts promoting lipid oxidation in NES skeletal muscle may play a role in preserving the mass and metabolic capacity of type I muscle fibers despite unloading and deprived nutrient intake, and facilitate a rapid return to activity.

## Data Availability Statement

Gene expression data has been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and is accessible by GEO accession number GSE151509 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151509).

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of the University of California, Santa Cruz.

## Author Contributions

RD, DC, CP, MS-M, and TW conceived and designed the study. RH, LH, CD, CP, SW, and TW performed the data collection. RD, DC, TW, and MS-M facilitated. RD, CP, SW, MS-M, and TW conducted the data analysis and interpretation. TW drafted the manuscript with critical revisions by RD, RH, LH, SW, TW, and MS-M. All authors viewed and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

NES: northern elephant seal
ECM: extracellular matrix
FC: fold change
PGC-1α: peroxisome proliferator-activated receptor γ coactivator-1 α
SUIT: substrate uncoupler inhibitor titration
OXPHOS: oxidative phosphorylation (respiratory capacity)
L_n_: leak respiration measured with substrates and no adenylates
L_Omy_: leak respiration measured with inhibition of ATP synthase
ETS: electron transport system (respiratory capacity)
CI: mitochondrial respiratory complex I (respiratory capacity)
CII: mitochondrial respiratory complex II (respiratory capacity)
ADP: adenosine diphosphate
SCR: substrate control ratio (respiratory ratio of CI/OXPHOS)
CCR: coupling control ratio (respiratory ratio of L_n_/OXPHOS)
FCR: flux control ratio (respiratory ratio of OXPHOS/ETS)
cGMP: cyclic guanosine monophosphate
PKG: protein kinase G (cGMP-dependent protein kinase)
KEGG: Kyoto encyclopedia of genes and genomes
ATGL: adipose triglyceride lipase.

# Supplementary material for: Changes in Northern Elephant Seal Skeletal Muscle Following Thirty Days of Fasting and Reduced Activity
**Source:** Front Physiol. 2020 Oct 6;11:564555. doi: 10.3389/fphys.2020.564555

Supplementary Material

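Myoglobin (MB) took 6.50 ± 1.39% of all counts pre-molt and 11.6 ± 1.34% post-molt, and skeletal actin (ACTA1) 8.01 ± 1.28% and 4.74 ± 0.87% (4 libraries each, exact permutation p = 0.029 for each). Titin (TTN), with the longest mRNA of the muscle, ranged over 25-fold in CPM between libraries, from 1152 in pre-molt 5572 to 28800 in pre-molt 5842, and the mean of 28 genes with very long coding sequences did not separate the groups (exact permutation p = 0.714). Post-molt library 9678 had 64.5% uniquely mapped reads and pre-molt 5842 had 72.5%, against 76.3 to 79.6% in the other 6. Of genes with a mean count of at least 100, 338 had a count of 0 in post-molt 9678, 85 in pre-molt 5842 and 84 in post-molt 4448, against 0 to 9 in the other 5.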

**Supplemental Table S1.** Summary of northern elephant seal skeletal muscle RNAseq read mapping aligned with Hawaiian monk seal reference genome.

| **Sample** | **Total Read Pairs** | **Uniquely mapped (%)** | **Multi-**  **Mapped (%)** | **Unmapped (%)** |
| --- | --- | --- | --- | --- |
| 4448B | 97101964 | 78.5 | 4.5 | 17 |
| 5572A | 71708646 | 79 | 4.8 | 16.2 |
| 5572B | 54500422 | 79.6 | 4 | 16.4 |
| 5842A | 63160954 | 72.5 | 5.3 | 22.2 |
| 6762A | 83533277 | 76.3 | 4.7 | 19 |
| 9678B | 60421471 | 64.5 | 3.8 | 31.7 |
| C497A | 89559104 | 76.3 | 4.4 | 19.3 |
| X410B | 73056612 | 78.4 | 4.3 | 17.3 |

**Supplementary Table S2.** Average northern elephant seal skeletal muscle respiratory rates (pmol O_2_ mg^-1^ s^-1^) and ratios (SD) before and after approximately one month of haul-out during yearly molt. Statistical significance (p < 0.05) is denoted with *.

|  | **Pre-molt** | **Post-molt** | **p-value** |
| --- | --- | --- | --- |
| **Respiratoy Rate** | |  |  |
| **L_n_** | 13.0 (6.1) | 14.5 (2.0) | 0.602 |
| **L_Omy_** | 28.2 (11.4) | 24.1 (6.4) | 0.298 |
| **OXPHOS** | 100.5 (36.9) | 97.6 (17.1) | 0.753 |
| **ETS** | 116.5 (45.4) | 108.9 (20.1) | 0.553 |
| **CI** | 74.0 (35.2) | 59.8 (16.1) | 0.219 |
| **CII** | 95.9 (37.2) | 91.3 (15.7) | 0.662 |
| **Respiratory Ratio** | |  |  |
| **CCR_Ln_** | 0.13 (0.03) | 0.15 (0.03) | 0.181 |
| **FCR** | 0.87 (0.03) | 0.90 (0.02) | 0.085 |
| **SCR_CI_** | 0.72 (0.09) | 0.61 (0.08) | 0.033* |
| **SCR_CII_** | 0.95 (0.06) | 0.94 (0.02) | 0.756 |

**Supplementary Table S3a.** Downregulated genes in northern elephant seal skeletal muscle following one month of reduced activity and fasting during the annual molt. Genes were identified as downregulated if they expressed significantly differential expression in the two conditions (pre / post molt) (P_FDR_ < 0.05) with a log_2_ fold change of less than -1 (172 downregulated genes).

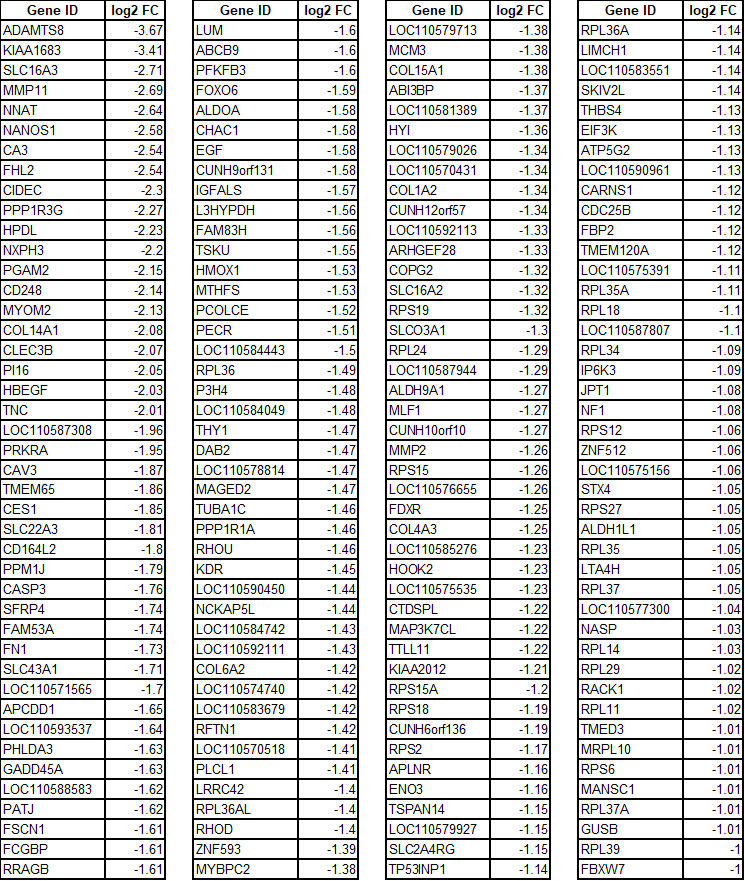

**Supplementary Table S3b.** Upregulated genes in northern elephant seal skeletal muscle following one month of reduced activity and fasting during the annual molt. Genes were identified as upregulated if they expressed significantly differential expression in the two conditions (pre / post molt) (P_FDR_ < 0.05) with a log_2_ fold change of greater than 1 (162 upregulated genes).

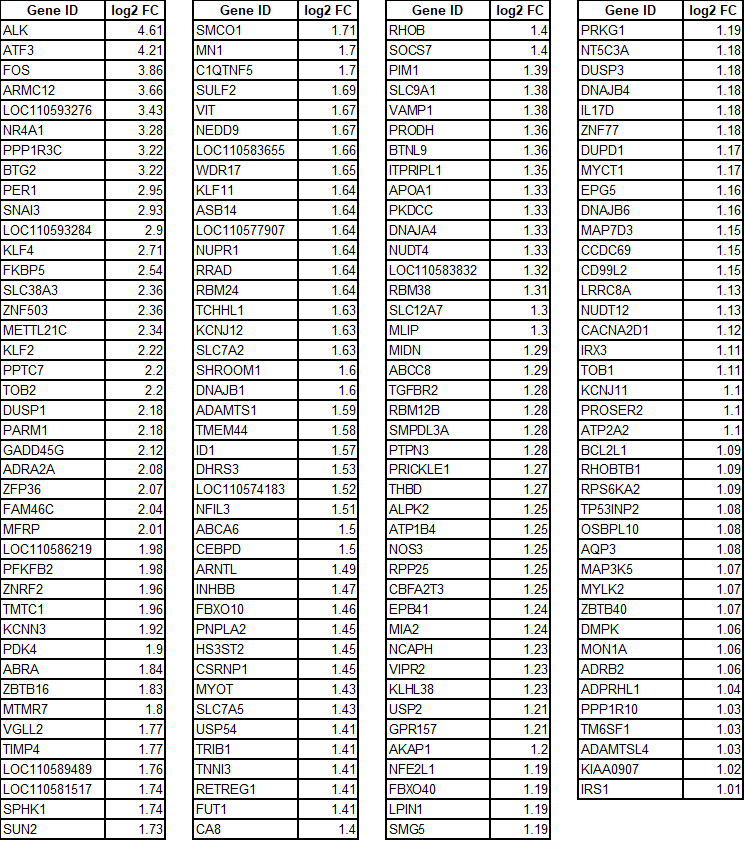

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

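RNA from the longissimus dorsi muscle of adult female northern elephant seals was sequenced in 8 libraries, 4 pre-molt (within 5 days of arrival) and 4 post-molt (a mean of 34 days after the first sampling). The paper states that these were chosen as the 4 samples of each condition with the most unique reads. According to the paper and the sample records, the authors converted base calls with bcl2fastq 2.20, aligned paired reads with STAR 2.5.3a to the Hawaiian monk seal genome and took the reads per gene that STAR counts, with R 3.4.3 and DESeq2 1.18.1 for their own test. The deposited table holds counts per gene, whole numbers as the authors' aligner gave them, with no scaling found in the values. Which strand column of the aligner's output was used is not stated in the paper or the sample records, so reads of overlapping antisense genes cannot be told apart. Reads that align to more than 1 place are left out by this kind of counting, which lowers the counts of genes with near-identical copies, among them ribosomal protein genes and their pseudogenes.

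The table has 24349 entries. Of these, 7 carry no gene name; they hold 0.0115 to 0.0153% of the counts of a library and stayed out of library sizes and tests. Gene symbols were used as the table gives them. Identifiers that start with LOC (8119 in all) were tested where they passed the filter on low counts. They were left unnamed in the text (5 of the 50 called genes). Some symbols of respiratory complex III, complex IV and the mitochondrial genome are written in another way or are absent in the table, and those 3 lists had fewer than 3 tested members and were not tested. Pairs of libraries were checked for being copies of each other: over 28 pairs the lowest chi-square per degree of freedom was 98.95.

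Genes were kept with edgeR's filterByExpr at its default values (minimum count 10, minimum total count 15), which left 14315 of 19404 genes with a count. Library sizes were scaled with TMM factors, and post-molt was compared with pre-molt by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05, and with 1 log2 unit where stated. Because 1 seal alone was sampled at both times, no seal term was fitted. Fold changes are given with a standard error derived from the fit. DESeq2 1.42.0 left 477 genes without a p for outlying counts and 8808 without an adjusted p for low counts.

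Gene lists, 53 in all, were written from general knowledge before the count table was opened, and 50 had at least 3 tested members. The authors' pathway findings were known when they were written, so a list that answers such a finding is not independent evidence for it. Each list was tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, with camera at an estimated correlation and with fry as alternatives, adjusted over the lists tested. List counts were also made with p adjusted over the list alone. Over-representation among genes changed by more than 1 log2 unit was tested with a one-sided Fisher's exact test against the genes tested. List scores are the mean log2 CPM (prior count 2) of the tested members, compared with exact permutation over all divisions of the 8 libraries into 4 and 4, for which the smallest possible p is 0.029 and, adjusted over the lists, the smallest was 0.143; these p are unadjusted unless stated.

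Genes were named by a rule written before the count table was opened: the 10 largest rises and 10 largest falls among called genes without overlap between the groups, every gene the paper names for this experiment in its text or Fig. 2C, the 3 members with the smallest adjusted p in each list, and RPL3L. The fold changes in Supplementary Table S3 had been seen when the rule was written. It gave 161 genes, of which 33 passed in edgeR. The values of 2 of these genes are not reported here. Of the 47 genes the paper names, 9 passed in edgeR, 44 had an unadjusted p under 0.05 and 43 passed in DESeq2.

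The tests were tested on simulated data with the means, spread and sizes of these libraries and 200 genes changed. For post-molt over pre-molt, over 14315 genes, edgeR recovered 29% of genes changed by 1 log2 unit and 99% of those changed by 2, with 8 of 136 calls on unchanged genes; DESeq2 recovered 56% and 99%, with 44 of 199 calls on unchanged genes. With no gene changed, edgeR called 0 genes, DESeq2 23 and camera 0 lists. Other divisions of the real libraries gave up to 28 lists past camera, so the simulated 0 does not show that list calls are safe here. The recovery values show that a gene differing by about 1 log2 unit can be missed with 4 libraries per group. Some real genes with larger fold changes also did not pass in edgeR, such as COL14A1 (-2.07, adjusted p = 0.0584) and TNC (-2.01, adjusted p = 0.1205).

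The alternatives set before the data were examined were RLE and upper-quartile factors, leaving out the 20 most abundant genes, DESeq2, limma-voom, robust edgeR, no filter, a filter of at least 10 counts in every library, leaving out each library in turn or both libraries of seal 5572, the percent of uniquely mapped reads as a covariate, a test against 1 log2 unit (glmTreat), camera with an estimated correlation and fry. After the data were seen, 4 were added: edgeR and DESeq2 without the library of each group with the lowest percent of uniquely mapped reads, a score of very long genes as a covariate, and DESeq2 on the genes edgeR tested. Corrections for gene length and GC content were not run, since the reference at hand holds gene names alone. All 35 divisions of the libraries into 4 and 4 were also fitted.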

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

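A library stood apart from the other 3 of its group in 37 of 440 groups of 4 tested, where chance alone gives about 1 in 20 groups; the statistic is the gap to the nearest library over the range of the group, set against Dixon's critical value for 4. The values were not tested further here.

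Post-molt 9678 had 64.5% uniquely mapped reads against 78.4 to 79.6% in the other 3 (0.921), and 2.55% of its counts came from TTN against 0.166 to 0.445% (0.882). In pre-molt 5842, 85 abundant genes had a count of 0 against 1 to 9 in the other 3 (0.905).

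Among list scores, post-molt 4448 was low in small-subunit ribosomal proteins (7.30 against 7.90 to 7.95, 0.913), pre-molt 5842 low in the circadian clock (0.849) and in satellite cells (2.71 against 3.27 to 3.37, 0.847), pre-molt C497 high in heat shock proteins (0.830) and low in cell cycle genes (2.32 against 2.71 to 2.77, 0.859), and post-molt 9678 low in erythroid cells (0.287 against 2.37 to 2.59, 0.905).

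Among named genes, pre-molt 5842 stood apart in ATP1B4 (0.895), RPL36 (0.846), RPL36AL (0.977), RPS19 (0.841), SLC16A3 (0.913), PDHB (0.847), ASB14 (0.882), MYL6B (2578 CPM against 181 to 391, 0.913), MYH11 (0.859) and PERP (0.830). Pre-molt 5572 did so in TOB2 (0.861) and ATP2A2 (0.865), pre-molt 6762 in NOS3 (0.872) and SOD2 (0.835), and pre-molt C497 in DNAJB1 (0.894) and ABRA (0.892). Post-molt 4448 stood apart in SLC43A1 (0.890), OSBPL10 (0.838), PPARGC1A (0.926), SYNPO2 (0.831) and EVPL (0.908), post-molt 5572 in MYH11 (0.842), PCK1 (0.918) and CSF3R (17.0 CPM against 0.0968 to 1.45, 0.920), post-molt X410 in NR4A3 (0.976), KEAP1 (0.854) and MYF6 (0.863), and post-molt 9678 in NCMAP (0.870).

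Apart from the lists of ribosomal proteins, ECM, glycolysis, cGMP-PKG signaling and the circadian clock, those that passed camera with a preset correlation, none of them with an estimated correlation, were higher for glucocorticoid-responsive genes (adjusted p = 3.35e-12), immediate-early genes (5.86e-11), heat shock proteins and co-chaperones (0.00155), atrophy-associated ubiquitin ligases (0.00288), fasting-induced PPAR and FOXO targets (0.00288), ATF4 and unfolded protein response targets (0.00513), glycogen metabolism (0.0139) and mitochondrial biogenesis regulators (0.0139). They were lower for fibroblasts and fibro-adipogenic progenitors (2.51e-15), translation initiation and elongation factors (9.55e-06), fast-fiber contractile genes (3.35e-05), cell cycle and DNA replication (2.54e-04), nuclear-encoded OXPHOS subunits (0.00288), complex I subunits (0.0207) and ATP synthase subunits (0.0377).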

How the results depend on the processing

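Of the alternatives below, the last 4 (edgeR and DESeq2 without the library of each group with the lowest share of uniquely mapped reads, the long-gene score as a covariate, and DESeq2 on the genes edgeR tested) were chosen after seeing the data; the others were set before. No paired analysis was possible because 1 seal alone has a library at both times. Corrections for gene length and GC content were not run. In what follows, counts of genes are given as higher and lower, then higher and lower by more than 1 log2 unit, against 31, 19, 31 and 18 as reported, counts of over-represented lists against 5, and counts of named genes past the threshold against 33. A value for a list is its camera adjusted p, and the direction of a list is that given by camera, which can differ from the sign of its median. Where a result changed, the cause was not tested, except that settings with fewer libraries test fewer samples.

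Over the alternatives set before, scaling with RLE or upper-quartile factors and leaving out the 20 most abundant genes changed no count by more than 1.5 times, no study list's side of the threshold and no direction. Of the 161 named genes, the 4 that changed direction anywhere were CSF3R, EVPL, MYL6B and PERP, none of them past the threshold as reported.

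DESeq2 called 335 and 316 genes, 163 and 171 by more than 1 log2 unit, 22 over-represented lists and 112 named genes; the lipid droplet list passed (0.0122), and the lists of fatty acid oxidation (0.877) and of the Z-disc, M-line and titin-associated genes (0.791) changed direction without passing. Limma-voom called 55 and 39 genes (51 and 36) and 8 lists, and CSF3R had -0.71 in place of 0.61. Robust edgeR called 31 genes lower, 30 by more than 1 log2 unit. With no filter on low counts there were 129 and 97 genes (115 and 84), 23 lists and 76 named genes, and the lipid droplet list passed (0.0272). With at least 10 counts in every library there were 101 and 87 genes (87 and 74), 19 lists and 75 named genes, and fatty acid oxidation (0.799), insulin signaling and glucose uptake (0.887) and the Z-disc list (0.976) turned direction without passing. The test against 1 log2 unit (glmTreat of edgeR) called 0 higher, 0 lower and 0 lists, with 93 and 107 genes at an unadjusted p under 0.05, against 163 and 171 by DESeq2's test against 0.

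With the percent of uniquely mapped reads as a covariate, the lipid droplet list passed (0.0372), the lymphocyte list turned direction (0.972) and CSF3R had -0.48. Without both libraries of seal 5572 there were 3 and 2 genes (3 and 2), 0 lists and 4 named genes by edgeR with 589 and 679 genes at an unadjusted p under 0.05; lists of lymphocytes (0.845), uncoupling and adenine nucleotide carriers (0.985) and pericytes and smooth muscle (0.985) turned direction, and CSF3R had -2.22.

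With an estimated correlation, camera called 0 of 50 lists, against 23 with the preset correlation and 3 by fry; the study lists that lost their call were ribosomal proteins (0.295), ECM (0.461), fibrillar ECM (0.453), glycolysis (0.291), cGMP-PKG signaling (0.229) and the circadian clock (0.197). Fry called 3 lists (translation factors 0.00758, glycogen metabolism 0.00758, cell cycle 0.0491), with 0.132, 0.206, 0.204, 0.0831, 0.0863 and 0.0737 for the same 6; the lists of fatty acid oxidation (0.865), insulin signaling (0.956), lymphocytes (0.980), uncoupling carriers (0.956) and the Z-disc (0.956) had the other direction by fry without passing.

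Leaving out 1 library at a time gave 7 (without pre-molt 5572) to 28 (without pre-molt 6762) genes higher and 2 (without pre-molt 5572) to 21 (without pre-molt C497) lower, the same 7 to 28 higher and 2 to 20 lower by more than 1 log2 unit, 0 to 6 over-represented lists and 8 to 28 named genes. The adjusted p of the ECM list ranged from 9.32e-04 to 0.2995, passing in 4 of 8, that of focal adhesion from 0.0165 to 0.677, passing without pre-molt 5572 alone, and that of the lipid droplet list from 0.0079 to 0.192, passing without post-molt X410 alone. The lists of complex I (0.0207 as reported, 7.44e-05 to 0.811) and of nuclear-encoded OXPHOS subunits (0.00288 as reported, 1.31e-06 to 0.928) lost their call and turned direction without pre-molt 5842, and both lost it without post-molt 4448, complex I also without pre-molt 5572. The ATP synthase list (0.0377 as reported) lost its call in 3 of the 8 (up to 0.929), and glycogen metabolism (up to 0.0755), heat shock proteins (up to 0.0835) and mitochondrial biogenesis regulators (up to 0.124) in 1 each. Calls were gained by the lists of denervation-responsive genes (0.0619 as reported, 0.0214 to 0.196, passing in 4 of the 8), adipocytes (0.0638 as reported, 0.00233 to 0.405, in 3), proteasome subunits (0.0745 as reported, 7.51e-04 to 0.393, without pre-molt 5842), slow-fiber genes (0.378 as reported, 0.0189, without pre-molt 5842) and neutrophils (0.480 as reported, 0.0142 to 0.931, without post-molt 5572). Lists that never passed as reported and turned direction in at least 1 of the 8 were the Z-disc (0.189 to 0.891), mitochondrial ribosomal proteins (0.0554 to 0.891), insulin signaling (0.410 to 0.860), autophagy and lysosome (0.343 to 0.950), macrophages and monocytes (0.334 to 0.995), uncoupling carriers (0.618 to 0.967), slow-fiber genes (0.0189 to 0.505), endothelial cells (0.2995 to 0.972), keratinocytes and skin (0.401 to 0.972), fatty acid oxidation (0.634 to 0.972), pericytes and smooth muscle (0.2995 to 0.973) and lymphocytes (0.307 to 0.835). MYL6B ranged from -1.80 to 0.17 (higher without pre-molt 5842), EVPL from -0.050 to 0.95 (lower without post-molt 4448) and CSF3R from -1.83 to 1.22 (lower without post-molt 5572).

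In other settings set before, the ATP synthase list also lost its call with the percent of uniquely mapped reads as a covariate, and glycogen metabolism and mitochondrial biogenesis regulators with at least 10 counts in every library. Without the 2 lowest-mapped libraries, chosen after seeing the data, the lists of ATP synthase, complex I and nuclear-encoded OXPHOS subunits and of mitochondrial biogenesis regulators lost it by edgeR and by DESeq2, and glycogen metabolism and atrophy-associated ubiquitin ligases by edgeR. The 5 lists that gained a call with 1 library left out also gained it in other settings. Denervation-responsive genes passed with DESeq2 and with at least 10 counts in every library, adipocytes with no filter on low counts and without both libraries of seal 5572, neutrophils without both libraries of seal 5572 and proteasome subunits with limma-voom. Of the alternatives chosen after seeing the data, edgeR and DESeq2 without the 2 lowest-mapped libraries each passed proteasome subunits and slow-fiber contractile genes, and denervation-responsive genes passed with DESeq2 without those libraries and with DESeq2 on the genes edgeR tested.

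Of the alternatives chosen after seeing the data, edgeR without pre-molt 5842 and post-molt 9678 called 0 and 0 genes (0 and 0 by more than 1 log2 unit), 0 lists and 0 named genes, with 701 and 629 at an unadjusted p under 0.05, where DESeq2 without the same libraries called 190 and 169 (127 and 108), 15 lists and 83 named genes. Without them the ECM list (0.161 by edgeR, 0.144 by DESeq2) and the fibrillar list (0.0803 and 0.102) lost their call, and with DESeq2 the HIF-1 list (0.0293) and the lipid droplet list (0.0146) passed. Directions turned, none passing, for autophagy and lysosome (0.688 and 0.522), fatty acid oxidation (0.702 and 0.540), insulin signaling (0.702 and 0.593), macrophages and monocytes (0.306 and 0.204), mitochondrial ribosomal proteins (0.785 and 0.795) and the Z-disc (0.981 and 0.385), and MYL6B had 0.40 and 0.39; PERP had 0.35 by edgeR. With the long-gene score as a covariate the lymphocyte list (0.935) and the uncoupling carriers (0.927) turned direction and CSF3R had -0.090. DESeq2 on the genes edgeR tested called 297 and 302 (153 and 163), 22 lists and 107 named genes; the lipid droplet list passed (0.0331), and fatty acid oxidation (0.847) and the Z-disc list (0.736) turned direction.

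Depth limits genes of low count: DESeq2 gave no adjusted p to 8808 genes for low counts. NR4A3 had 0.268 CPM pre-molt and 2806 reads in post-molt X410. Whether DESeq2 left this gene out for low or for outlying counts was not tested.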

Differences from the paper's values

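At the paper's stated thresholds (an adjusted p under 0.05, and 1 log2 unit where named), the edgeR test set as the reported analysis before the data were examined calls fewer genes than the paper. In each case below, DESeq2, the tool the paper's methods name, is the only alternative set before the data were examined that falls within 1.5 times the paper's value, unless another is named; every other such alternative does not.

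The paper's 642 differentially expressed genes stand against 50 here (DESeq2 651), its 313 downregulated genes against 19 (316) and its 328 upregulated genes against 31 (335). The paper's 2 directions add up to 641. By more than 1 log2 unit, the paper's 334 genes stand against 49 (334 with DESeq2), its 172 lower genes against 18 (171) and its 162 higher genes against 31 (163); for the last, the setting with no filter on low counts, at 115, also comes within 1.5 times.

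By the paper, 15 genes of the large ribosomal subunit (MRPL10 included) and 8 of the small were lower; by edgeR 0 and 0 of these passed over all genes by more than 1 log2 unit (40 and 31 of the large- and small-subunit lists had an unadjusted p under 0.05), and by DESeq2 15 and 9. Of the genes of Fig. 2C, the paper has 9 for focal adhesion, 6 for ECM-receptor interaction, 6 for HIF-1 signaling and 5 for glycolysis/gluconeogenesis; edgeR called 0, 0, 1 and 3 of them by more than 1 log2 unit, and DESeq2 called 9, 6, 6 and 5. Each of those focal adhesion and ECM genes that the text names had an unadjusted edgeR p under 0.05.

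The paper calls the ribosome pathway and the HIF-1, focal adhesion and ECM pathways lower and the cGMP-PKG pathway higher; with the lists written for this work the medians had these directions, and the HIF-1 (camera adjusted p = 0.296) and focal adhesion (0.184) lists did not pass. Focal adhesion passed without pre-molt 5572 (0.0165), and HIF-1 with DESeq2 without pre-molt 5842 and post-molt 9678 (0.0293), a setting chosen after the values were seen. Over-representation among the genes DESeq2 called lower by more than 1 log2 unit passed for ribosomal proteins (adjusted p = 7.84e-21), focal adhesion (5.37e-04), ECM (7.66e-04), HIF-1 signaling (0.00123) and glycolysis (0.00146), and among those higher for cGMP-PKG signaling (8.84e-05). Of the 47 genes the paper names, all that it calls changed had the direction it states, 9 passed in edgeR, 43 in DESeq2, 27 with no filter on low counts, 25 with at least 10 counts in every library, 14 in limma-voom and 12 in robust edgeR; SLC2A4, CLOCK, PPARGC1A and UCP3, which did not pass in DESeq2, are not among those the paper calls changed. Run on the genes edgeR tested, a setting chosen after seeing the values, DESeq2 called 297 genes higher and 302 lower.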

Other observations

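The tests of explanations in this part were chosen after the results were seen, except the immediate-early test of the glucocorticoid-responsive genes, which was written before.

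Of the genes that the paper lists in Supplementary Table S3b and does not name in its main text, several rose post-molt. The lists of heat shock, ATF4 and autophagy genes were not over-represented among the genes edgeR called higher (Fisher's exact test adjusted p = 0.442, 0.407 and 0.505). With the genes DESeq2 called higher by more than 1 log2 unit, that test gave 0.0103, 0.0277 and 0.166. The immediate-early gene ZFP36, which destabilizes inflammatory mRNAs, rose from 16.3 ± 3.4 to 67.9 ± 33.7 CPM (log2 fold change 2.06 ± 0.33, edgeR adjusted p = 0.0288), NUPR1, a stress-induced chromatin protein, from 35.9 ± 9.64 to 111 ± 17.9 CPM (1.64 ± 0.23, adjusted p = 0.0136), the co-chaperone DNAJB6 from 101 ± 19.7 to 223 ± 43.2 CPM (1.15 ± 0.21, adjusted p = 0.0422) and the reticulophagy receptor RETREG1 from 92.9 ± 32.9 to 246 ± 50.3 CPM (1.40 ± 0.26, adjusted p = 0.0422). With each of the 8 libraries left out in turn, the calls for DNAJB6 and RETREG1 ended in 7 fits, that for ZFP36 in 5 and that for NUPR1 in 0. ATF4 had 0.83 ± 0.18 (adjusted p = 0.0629), CHAC1 -1.59 ± 0.36 (0.0737), DNAJB1 1.60 ± 0.32 (0.0545) and DNAJA4 1.33 ± 0.26 (0.0531). Adjusted over the list alone, 16 of 50 immediate-early genes were higher and 1 lower (median 0.84, camera adjusted p with an estimated correlation 0.296; exact permutation p of the list score 0.229, with post-molt 9678 at 2.36, below the 2.51 to 3.36 of the pre-molt libraries), as were 7 of 36 heat shock genes (median 0.10, 0.464), 7 of 29 ATF4 targets with 2 lower (median 0.25, 0.296), and 7 of 29 atrophy-associated ubiquitin ligases with 1 lower, FBXW7 (-1.00 ± 0.22, edgeR adjusted p = 0.0701; median of the list 0.19, 0.291). Of 20 glycogen metabolism genes 2 were higher and 1 lower when adjusted over the list alone (median 0.30, 0.197; GYG1 0.64 ± 0.20, edgeR adjusted p = 0.184), and fry gave the list an adjusted p of 0.00758.

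Genes of replication had lower values. MCM3 had 16.6 ± 0.954 CPM pre-molt and 6.35 ± 1.67 CPM post-molt (-1.39 ± 0.27, edgeR adjusted p = 0.0544), TUBA1C -1.46 ± 0.33 (0.0737) and NASP -1.04 ± 0.26 (0.0956), and of 18 cell cycle genes 4 fell when adjusted over the list alone (median -0.63, camera adjusted p with an estimated correlation 0.197, fry adjusted p = 0.0491). Subunits of complex I (36 tested, median -0.34, camera adjusted p with an estimated correlation 0.807), of ATP synthase (15, median -0.30, 0.807) and of OXPHOS as a whole (56, median -0.31, 0.807) had lower medians; edgeR called 0 of the 56 with 1 higher and 10 lower at an unadjusted p under 0.05, DESeq2 called 2 lower, and 0, 1 and 0 passed when adjusted over the list alone. NDUFV1 had -0.71 ± 0.23 (edgeR adjusted p = 0.197), NDUFA3 -0.95 ± 0.31 (0.219), NDUFV2 -0.66 ± 0.24 (0.280), ATP5G2 -1.13 ± 0.27 (0.0807), ATP5E -0.90 ± 0.31 (0.233), ATP5D -0.75 ± 0.32 (0.367) and NDUFA4 -0.49 ± 0.33 (0.661). Pre-molt 5842 had a complex I score of 7.37, against 6.36 to 6.85 in the other pre-molt libraries. Without pre-molt 5842 the complex I and OXPHOS lists turned direction (camera adjusted p = 0.811 and 0.928). The uncoupling protein gene UCP3 had 525 ± 125 and 408 ± 136 CPM (-0.36 ± 0.27, adjusted p = 0.699), SLC25A4 0.29 ± 0.24 (0.747) and SLC25A5 0.59 ± 0.41 (0.667).

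Lists that did not pass camera, with their median and adjusted p, were the TCA cycle (-0.16, 0.296; PDHB -0.54 ± 0.23, MDH2 -0.51 ± 0.26), complex II (-0.19, 0.507; SDHB -0.44 ± 0.20, SDHA -0.21 ± 0.20, SDHD -0.17 ± 0.19), uncoupling and adenine nucleotide carriers (0.20, 0.908), the proteasome (0.04, 0.0745; PSMC2 0.51 ± 0.17, PSMD3 0.56 ± 0.19, PSMD1 0.55 ± 0.21), autophagy and lysosome (-0.06, 0.664; GUSB -1.00 ± 0.23, TP53INP1 -1.16 ± 0.27), slow-fiber genes (-0.09, 0.378; PLN 0.65 ± 0.23, MYL6B -1.47 ± 0.71), the Z-disc and M-line (-0.06, 0.776; MYOT 1.43 ± 0.32, FHL2 -2.52 ± 0.61, ABRA 1.83 ± 0.55), oxygen binding and heme (-0.08, 0.733; FTL 0.93 ± 0.23), antioxidant defence (-0.02, 0.343; SOD2 0.58 ± 0.16, MSRB1 0.94 ± 0.40, KEAP1 0.42 ± 0.19), muscle growth factors (-0.01, 0.527; SLC38A3 2.34 ± 0.47, TGFBR2 1.26 ± 0.25, SLC7A5 1.41 ± 0.36) and denervation-responsive genes (-0.64, 0.0619; GADD45A -1.64 ± 0.32, NCAM1 -1.29 ± 0.44, MYOG -1.89 ± 0.77). Camera's direction was higher, against a negative median, for autophagy and lysosome, slow-fiber genes, the Z-disc and M-line, antioxidant defence and muscle growth factors. The same held for pericytes and smooth muscle and for lymphocytes. With 1 library left out, the denervation list passed in 4 of 8 fits (smallest adjusted p 0.0214). The lists of proteasome subunits (7.51e-04) and slow-fiber genes (0.0189) each passed in 1, both as higher. Of the cell types adipocytes passed in 3 (0.00233) and neutrophils in 1 (0.0142). Among cell type markers these were endothelial cells (0.05, 0.625; APLNR -1.17 ± 0.26), pericytes and smooth muscle (-0.01, 0.539; ABCC9 0.87 ± 0.22, MYH11 -0.76 ± 0.56, SYNPO2 0.38 ± 0.37), adipocytes (-0.51, 0.0638; PLIN4 0.79 ± 0.27, PCK1 -3.37 ± 1.68), macrophages and monocytes (-0.14, 0.902; CD68 2.15 ± 1.08, CD14 -0.67 ± 0.53, MRC1 -1.77 ± 1.64), lymphocytes (0.00, 0.881; LCK 3.47 ± 1.54, JCHAIN -1.53 ± 1.71, CD3D -1.67 ± 2.00), neutrophils (-0.03, 0.480; CAMP -2.65 ± 1.99, LCN2 -0.86 ± 1.00, CSF3R 0.61 ± 1.19), erythroid cells (-0.41, 0.283; TMCC2 -2.25 ± 0.90, BPGM -0.44 ± 0.30, SLC25A37 -0.38 ± 0.27), satellite cells (0.09, 0.631; MYF6 0.94 ± 0.24, SPRY1 0.60 ± 0.28), Schwann cells and nerve (-0.56, 0.222; MBP -0.66 ± 0.21, NCMAP -2.25 ± 1.63, S100B -2.33 ± 2.00) and keratinocytes and skin (0.44, 0.486; SFN 2.05 ± 1.43, EVPL 0.62 ± 0.55, PERP -2.45 ± 2.23).

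Whether chance could be excluded was tested over all 35 divisions of the 8 libraries into 4 and 4. It could be excluded for the number of genes past the threshold by edgeR (50, highest other 2; by more than 1 log2 unit 49 and 2) and by DESeq2 (651 and 103; 334 and 61), each real value being matched by 1 division, itself. For the number of over-represented lists (5, highest other 0; 1 division as high, itself) the comparison decides nothing, since edgeR called no gene in 33 of the other 34 divisions and no list could be over-represented there. The camera p of cGMP-PKG signaling was the lowest in the real division (2.27e-04, next 2.67e-04; 1 division as low, itself), but by a narrow margin, as 1 of 9 lists compared in this way and with an exact permutation p of 0.314 for its score, so chance is not taken as excluded for it. It could not be excluded for the number of lists past camera (23, highest other 28, with 5 divisions as high) nor for the camera p of ribosomal proteins (1.34e-36, lowest other 6.58e-37, 2 divisions as low), the circadian clock (6.08e-05 and 5.31e-05, 2), glycolysis (9.48e-07 and 8.74e-09, 3), the lipid droplet list (0.0257 and 0.00245, 4), fibrillar ECM (4.88e-05 and 6.02e-09, 9), HIF-1 signaling (0.195 and 0.0208, 10), ECM (0.00583 and 5.88e-07, 15) and focal adhesion (0.103 and 7.00e-06, 19).

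A candidate explanation for the lower ribosomal protein mRNAs is a difference in how long and short mRNAs were recovered. With the long-gene score in the model the difference in list score stayed at -0.81 ± 0.32, against -0.81 ± 0.29 without it. The long-gene score itself did not separate the groups (6.68 ± 0.84 pre-molt, 6.46 ± 0.71 post-molt, exact permutation p = 0.714). Putting it in the model could therefore change little, and this test does not decide the question. A shift of short mRNAs as a class would move complex I subunits alike; the ribosomal protein score minus the complex I score was 1.57 ± 0.12 pre-molt and 1.00 ± 0.02 post-molt, a difference of -0.57 ± 0.06 (exact permutation p = 0.029), so such a shift may account for part of the difference and not for all of it. The season, with its fasting and reduced activity, remains open as the cause, as do differences in RNA quality that the long-gene score does not reflect.

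The lower ECM genes may reflect fewer fibroblasts or less connective tissue in the piece sampled, since 7 fibroblast markers in no ECM list had a median of -1.46 against -0.39 for fibrillar ECM genes; a change in the fibroblasts of the whole muscle would look the same, so the biological and the sampling explanation remain open. A smaller share of all non-muscle cells would lower endothelial markers too, whose score differed by 0.055 ± 0.15 against -1.23 ± 0.39 for fibroblasts. Without pre-molt 5842 and post-molt 9678 the fibrillar score differed by -0.31 ± 0.23 against -0.66 ± 0.30 with them, and the fibroblast score by -0.82 ± 0.31, so it cannot be told how much of the difference comes from these libraries.

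The higher glucocorticoid-responsive genes could come from an acute response to capture and sampling, read from immediate-early genes. Leaving out the 4 shared members, the score differed by 0.74 ± 0.20 without and 0.71 ± 0.24 with the immediate-early score in the model. The difference thus did not follow the immediate-early score. That score did not separate the groups (exact permutation p = 0.229), with post-molt 9678 (2.36) below every pre-molt library. With the long-gene score in the model the full list differed by 0.81 ± 0.21 against 0.83 ± 0.20. The long-gene score did not separate the groups either (exact permutation p = 0.714), so this model decides nothing. Hormone levels were not analysed here. A slower hormonal response to fasting, which neither model reaches, may be the cause. A response to capture that the immediate-early score does not reflect also remains open.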
